# Integration of microRNA signatures of distinct mammary epithelial cell types with their gene expression and epigenetic portraits

**DOI:** 10.1186/s13058-015-0585-0

**Published:** 2015-06-18

**Authors:** Bhupinder Pal, Yunshun Chen, Andrew Bert, Yifang Hu, Julie M. Sheridan, Tamara Beck, Wei Shi, Keith Satterley, Paul Jamieson, Gregory J. Goodall, Geoffrey J. Lindeman, Gordon K. Smyth, Jane E. Visvader

## Abstract

**Introduction:**

MicroRNAs (miRNAs) have been implicated in governing lineage specification and differentiation in multiple organs; however, little is known about their specific roles in mammopoiesis. We have determined the global miRNA expression profiles of functionally distinct epithelial subpopulations in mouse and human mammary tissue, and compared these to their cognate transcriptomes and epigenomes. Finally, the human miRNA signatures were used to interrogate the different subtypes of breast cancer, with a view to determining miRNA networks deregulated during oncogenesis.

**Methods:**

RNA from sorted mouse and human mammary cell subpopulations was subjected to miRNA expression analysis using the TaqMan MicroRNA Array. Differentially expressed (DE) miRNAs were correlated with gene expression and histone methylation profiles. Analysis of miRNA signatures of the intrinsic subtypes of breast cancer in The Cancer Genome Atlas (TCGA) database versus those of normal human epithelial subpopulations was performed.

**Results:**

Unique miRNA signatures characterized each subset (mammary stem cell (MaSC)/basal, luminal progenitor, mature luminal, stromal), with a high degree of conservation across species. Comparison of miRNA and transcriptome profiles for the epithelial subtypes revealed an inverse relationship and pinpointed key developmental genes. Interestingly, expression of the primate-specific miRNA cluster (19q13.4) was found to be restricted to the MaSC/basal subset. Comparative analysis of miRNA signatures with H3 lysine modification maps of the different epithelial subsets revealed a tight correlation between active or repressive marks for the top DE miRNAs, including derepression of miRNAs in *Ezh2-*deficient cellular subsets. Interrogation of TCGA-identified miRNA profiles with the miRNA signatures of different human subsets revealed specific relationships.

**Conclusions:**

The derivation of global miRNA expression profiles for the different mammary subpopulations provides a comprehensive resource for understanding the interplay between miRNA networks and target gene expression. These data have highlighted lineage-specific miRNAs and potential miRNA–mRNA networks, some of which are disrupted in neoplasia. Furthermore, our findings suggest that key developmental miRNAs are regulated by global changes in histone modification, thus linking the mammary epigenome with genome-wide changes in the expression of genes and miRNAs. Comparative miRNA signature analyses between normal breast epithelial cells and breast tumors confirmed an important linkage between luminal progenitor cells and basal-like tumors.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13058-015-0585-0) contains supplementary material, which is available to authorized users.

## Introduction

The ductal epithelial networks that characterize mouse and human mammary tissue appear to comprise an analogous cellular hierarchy: multi-potent mammary stem cells (MaSCs) reside at the apex of the hierarchy and are capable of differentiation along the myoepithelial/basal lineage or the luminal lineage to yield mature ductal and alveolar cells [1–6]. The precise nature of the intermediate cell types remains unclear but two or three distinct luminal progenitor subsets have been prospectively isolated from mouse and human mammary tissue, respectively [4, 7–9]. Several functional studies have used a candidate approach to identify regulators of self-renewal, lineage commitment and differentiation programs (reviewed in [10]). Furthermore, genome-wide transcriptome analyses [11, 12] of mouse mammary epithelial subsets have identified a number of potential regulators of mammary gland development. The definition of numerous conserved pathways across species has highlighted those that are likely to be involved in cell-fate decisions and lineage differentiation [12]. Moreover, the epigenome has been implicated in playing a critical role in regulating such decisions within the epithelial compartment of the normal mammary gland [13, 14].

There is increasing evidence that microRNAs (miRNAs) regulate a wide range of biological processes, including maintenance of cell identity, differentiation and apoptosis [15–17]. miRNAs, small non-coding RNA molecules that inhibit translation or trigger mRNA decay [15, 17], have been implicated in both mammary gland development and breast tumorigenesis. In a large-scale study, the expression of 318 miRNAs was assessed during different stages of development, leading to the observation that miRNAs can be expressed in coordinated clusters, and that global miRNA and mRNA expression are significantly lower in lactation and early involution [18]. In the mouse mammary epithelial cell line, Comma-Dβ [19], the expression of miR-205 and miR-22 but not let-7 and miR-93 was linked to progenitor-like properties, while miR-200c appears to function within the basal cell compartment of normal breast tissue [20]. Interestingly, miR-200c targets the mRNA encoding BMI1, a key regulator of the self-renewal of stem cells in multiple tissues. MiR-193b also has been implicated in regulating mammary stem cell activity in vivo and may serve an additional function in controlling the alveolar differentiation during pregnancy [21]. In the context of breast cancer, many miRNAs have been reported to undergo deregulation, inferring an important role in controlling proliferation versus differentiation decisions. For example, miR-205 is one the most significantly downregulated miRNAs in human breast cancer relative to normal tissue [22]. Moreover, miRNA signatures that distinguish breast tumors of different subtypes from normal tissue have been described [23]. To understand the consequences of deregulated miRNA networks, it is essential to characterize the normal expression patterns and roles of miRNAs in the epithelial differentiation hierarchy. Here we sought to determine the global miRNA expression profiles of discrete cellular subpopulations within normal mouse and human mammary tissue. Comparative analyses of miRNA signatures with gene expression and histone modification profiles of the epithelial subsets revealed candidate miRNAs that are likely to execute important roles in mammary epithelial specification and differentiation.

## Methods

### RNA preparation and quantitative PCR analysis

The cellular subsets isolated by flow cytometry have been previously described [12]. Mice were on a pure FVB/N background. All experiments were approved by the Animal Ethics Committee of the Walter and Eliza Hall Institute of Medical Research, and the care of animals was in accordance with institutional guidelines. Experiments using human tissue obtained from the Victorian Cancer Biobank, each with patient consent, were approved by the Human Research Ethics Committees of The Walter and Eliza Hall Institute of Medical Research and Melbourne Health.

Total RNA or miRNA populations were isolated from primary mammary cell subpopulations using the miRNeasy kit (Qiagen, Germany). Notably, identical cell pellets (following sorting) were used for mRNA and miRNA preparation: the transcriptomes for these subsets are reported in Lim et al. [12]. Reverse transcription was carried out using oligo(dT) primer and SuperscriptIII reverse transcriptase (Invitrogen, MA, USA). For miRNA samples, reverse transcription was performed using a target-specific stem loop primer and reverse transcriptase (Invitrogen) according to the manufacturer’s protocol. Quantitative RT-PCR was carried out using a Rotorgene RG-6000 (Corbett Research, Australia) under the following conditions: 2 minutes at 50 °C and 10 minutes at 95 °C followed by 35 cycles consisting of 15 s at 95 °C and 60 s at 60 °C. Gene expression was determined using Rotor-Gene software (version 1.7).

### microRNA expression profiling

At least three biological replicates of RNA from each human and mouse cell subpopulation were profiled for miRNA expression using a Taqman array system (Applied Biosystems, MA, USA). Complementary DNA (cDNA) was prepared using TaqMan miRNA Reverse Transcription Kit (ABI 4366596) and the Megaplex RT primer pools (mouse v2.0 ABI #4401012 and human v2.0 ABI #4401091) according to the manufacturer’s protocol. For each sample, cDNA was made using appropriate Megaplex primer pools and 3 μl RNA as a template. Each pool was pre-amplified for 12 cycles using TaqMan PreAmp Master Mix (ABI #4391128) and Megaplex preAmp primers (mouse v2.0 ABI #4401012 and human v2.0 ABI #4401091). Quantitative RT-PCR was performed on an ABI 7900HT machine using either the TaqMan Rodent MicroRNA Array Set v2.0 (ABI #4400239) or Taqman Human MicroRNA Set v2.0 (ABI #4400238), Taqman Low Density Array plates and Universal PCR Master Mix (ABI #4364341) according to the manufacturer’s protocol. U6 was included as an endogenous control and Arabidopsis thaliana-miR159a was included as a negative control on each plate. Ct (cycle threshold) values were exported using SDS v2.3 and RQ Manager v1.2 software (Applied Biosystems, MA, USA), with automatic baseline and a manual Ct threshold of 0.2.

### Statistical analyses of microRNA expression values in normal cell subpopulations

The maximum measurable Ct value was 40, so Ct values were transformed to a log2 expression scale by subtracting the Ct values from 40.5. Statistical analysis was carried out using the limma software package [24]. The expression values were normalized using cyclic loess normalization [25] with house-keeping probes up-weighted 100-fold. The cyclic method was set to “affy”, the loess span was 0.7, and five cyclic iterations were used. For mouse, the snRNA U6 was the house-keeping probe. For human, U6, RNU6B, RNU24, RNU43, RNU44 and RNU48 were all treated as house-keeping probes. For both mouse and human, probes were filtered out as unexpressed if they failed to achieve a normalized value of 2 in at least three samples. The RT-PCR expression data is available from the Gene Expression Omnibus as superseries GSE67056.

Comparisons were made between cell populations using empirical Bayes t- and F-statistics [26]. The false discovery rate (FDR) was controlled below 0.05 using the method of Benjamini and Hochberg [27]. For each subpopulation (MaSC/basal, luminal progenitor, and mature luminal), signature probes were defined as those that were differentially expressed (DE) versus the average of the other two cell subpopulations. Separate analyses were conducted for mouse and human. A combined analysis was also conducted using the mouse and human data together, using a linear model that included a covariate to adjust for differences between species. For the combined analysis, mouse and human Taqman probes were matched by miRNA symbols.

### Correlation of microRNAs and putative target mRNAs

TargetScan [28] was used to identify putative target mRNAs for each miRNA. ROAST gene set tests [29] were applied to test whether the expression level of each miRNA was negatively correlated with the expression of its target mRNAs. The ROAST tests were conducted using mRNA expression values obtained from Illumina BeadChips as previously published [12]: GEO series GSE19446 for mouse data and GSE16997 for human data. A one-sided *P*-value was obtained for each miRNA to test whether the average log-fold expression change of the target genes was in the opposite direction to that of the miRNA.

Gene ontology (GO) analysis was conducted using the goana function of the limma package. Genes were selected as DE for the purposes of GO analysis if they were (i) a target of a DE miRNA and (ii) DE in the mRNA microarray data with FDR <0.2 in the inverse direction to the miRNA.

### Analysis of microRNA signatures in breast cancer subtypes

miRNA profiles of breast cancer tumors were downloaded from The Cancer Genome Atlas (TCGA) Data Portal [30], specifically from the data directory bcgsc.ca_BRCA.IlluminaHiSeq_miRNASeq.Level_3.1.17.0. Only profiles of primary solid tumors were used for this analysis. PAM50 tumor subtype calls were obtained for each sample from the TCGA analysis working party (CM Perou and KA Hoadley, personal communication). The data consist of Illumina HiSeq read counts for each miRNA in each sample. Samples with the same analyte IDs were treated as technical replicates and were combined by summing their read counts for each miRNA. Similarly, counts for different isoforms of the same miRNA were summed. miRNAs were filtered as unexpressed if they failed to achieve at least one read per million in at least 29 samples. This left data on 451 miRNAs for 720 tumor samples. Using the edgeR package, counts were normalized by the trimmed mean of M-values method [31] and then converted to log2 counts per million with a prior count of 0.25.

For each tumor sample, miRNA expression signature scores were computed to measure similarity with MaSC-enriched, luminal progenitor and mature luminal cells, using a method similar to that used previously for mRNA expression scores [2]. Given a set of signature genes for each cell subset and associated log2 fold changes, expression scores were computed as sum(logFC * logCPM)/sums(abs(logFC)), where logFC is the log2 fold change for a miRNA between normal cell subsets in the PCR data and logCPM is the log2 count per million for the miRNA from the RNA-seq data. The sum is taken over all miRNAs. An expression score was computed for each tumor and epithelial cell subset.

### Analysis of epigenetic modifications of microRNA loci

Genome-wide ChIP-seq profiles of H3K4me3 and H3K27me3 histone marks were obtained previously for the mouse MaSC/basal, luminal progenitor and mature luminal cell subsets [14]. Sequence data is available from the Gene Expression Omnibus series GSE43212. For this study, we re-aligned the reads to the mouse genome mm10 using the subread aligner [32]. Genomic locations of miRNAs were downloaded from miRBase [33]. Read counts were obtained for a genomic interval extending 3 kb upstream and 3 kb downstream from the body of each miRNA using featureCounts [34]. The same genomic interval was used for both 3′ and 5′ isoforms of the same miRNA where these existed. A differential binding analysis between the three epithelial subsets was undertaken using the edgeR Bioconductor package [35]. Log2 fold changes in binding intensity between the three epithelial subsets were computed for each miRNA using edgeR’s glmFit function, setting the negative binomial dispersion to 0.05 and the prior count to 1 [36]. The prior count has the effect of shrinking the log2 fold changes slightly towards zero to avoid unstable fold changes for low counts. The ChIP-seq log2 fold changes were correlated with miRNA expression log2 fold changes using regression through the origin.

## Results

### Lineage-specific expression of mammary microRNAs

Freshly sorted cellular subsets corresponding to MaSC/basal, luminal progenitor, mature luminal and stroma cells were prospectively isolated from mouse and human mammary glands. In the mouse, the immunophenotypes of the subpopulations [3] are: CD29^hi^CD24^+^ (MaSC/basal), CD29^lo^CD24^+^CD61^+^ (luminal progenitor), CD29^lo^CD24^+^CD61^–^ (mature luminal) and CD29^–^CD24^–^ (stroma). For human breast, the phenotypes [2] are: CD49f^hi^EpCAM^–/lo^ (MaSC/basal), CD49f^+^EpCAM^+^ (luminal progenitor), CD49f^lo^EpCAM^+^ (mature luminal) and CD49f^–^EpCAM^–^ (stroma). Of note, the MaSC/basal population comprises stem cells, putative basal progenitor cells and mature myoepithelial cells. The miRNA studies were performed on the same sorted human and mouse cellular subsets as used previously for mRNA expression profiling using microarrays [12]. As for the transcriptome study, a minimum of three biological replicate samples were profiled from each cell subpopulation: cDNA was prepared for miRNA profiling from the small RNA fraction (less than 200 bp), and mouse and human Megaplex RT Primer Pools containing primers for either 585 mouse or 667 human miRNAs (plus species-specific controls) were utilized. 

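Mammary glands of FVB/N mice were sorted by flow cytometry into 4 populations, and miRNAs were measured in 14 mouse samples. These were 4 samples of the MaSC/basal fraction, 3 of luminal progenitors, 3 of mature luminal cells and 4 of stroma. Each RNA was reverse transcribed with stem-loop primers, pre-amplified and read by real-time PCR on 2 array plates. Plate A holds 375 assays for mouse and rat miRNAs. Plate B holds 209, of which 129 are for passenger strands, the strand of a precursor that is usually less abundant and is marked by an asterisk in the name. The raw value is the Ct, the cycle at which the fluorescence crosses a threshold, so that a lower Ct means more RNA, and a Ct of 40 stands for a reaction in which nothing was detected. The authors turned each Ct into a log2 expression value by subtracting it from 40.5 and normalized the samples to each other by cyclic loess, with U6 weighted 100-fold. Each epithelial sample had a Ct below 40 for 256 to 279 miRNA assays of plate A and 81 to 87 of plate B, against at least 287 and 160 in stroma. The values were compared over the 13 samples shown in Fig. 1 and then over all 14, since 1 MaSC/basal library is in the data but not in the figure. It is called the library labelled MaSC/basal 4, and the paper gives no reason for leaving it out. Over the 13 samples, 459 probes reached a normalized value of 2 in at least 3 samples and entered the tests. The SD of a probe between replicates had a median of 0.40 in MaSC/basal cells, 0.30 in luminal progenitors, 0.41 in mature luminal cells and 0.23 in stroma, over the 304 probes detected in every sample. With the library labelled MaSC/basal 4 it was 0.72 in MaSC/basal cells. Epithelial samples with the same number come from 1 mouse pool, and all 4 stromal samples carry the number of a single pool, so the stromal samples cannot be taken as separate mice.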

A pre-amplification step (12 cycles) was incorporated to improve the chance of detecting miRNAs expressed at very low levels. High throughput RT-PCR was used to generate log2 expression values for all miRNAs and samples.

Each cellular subpopulation was marked by a distinct miRNA expression pattern (Fig. 1). In both mouse and human, stromal cells were well separated from the three epithelial subpopulations (Fig. 1a). 

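Stromal cells lay farther from the epithelial populations than these lay from each other. The typical log2 change between a stromal and an epithelial sample, taken as the root mean square of the 500 largest differences, was 6.22 ± 0.16 (SD, 36 pairs of samples). Between MaSC/basal and luminal samples it was 2.65 ± 0.12 (18 pairs), at 2.68 ± 0.10 to luminal progenitors and 2.62 ± 0.13 to mature luminal cells (9 pairs each). Luminal progenitors and mature luminal cells were 2.10 ± 0.17 apart (9 pairs). The smallest distance from stroma to an epithelial sample was 5.92, above the largest distance between epithelial samples of different populations, 2.85. The distances of MaSC/basal to luminal samples and of the luminal populations to each other overlapped, at 2.31 to 2.85 and 1.91 to 2.40. Over all 14 samples, stroma and epithelium were 6.24 ± 0.17 apart and MaSC/basal and luminal samples 2.50 ± 0.30. Pairs share samples, so no p-value was computed. With the 100 largest differences in place of 500, the distances were 12.3 for stroma, 5.57 for MaSC/basal against luminal samples and 4.52 between the luminal populations, and on plate A alone, a choice made after seeing the data, the distance of stroma was 4.05. The paper states, with the multi-dimensional scaling plot of these samples (Fig. 1a), that each population carries an miRNA pattern of its own.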

Differential expression analysis comparing the stroma subset with the average of the three epithelial subsets revealed 276 miRNAs that distinguished stroma from the total epithelium in mouse (Additional file 1: Table S1; FDR <0.05) and 181 in human (Additional file 2: Table S2; FDR <0.05).

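Stroma carried far more of the miRNAs of mesenchymal cells and far less of those of epithelial cells than the 3 epithelial populations did. All 4 stromal samples come from 1 mouse pool, so for stroma population cannot be told apart from pool. The SEs and p-values for stroma, here and below, do not cover variation between pools of stroma. All 6 measured miRNAs of a fibroblast and mesenchymal list were higher in stroma. miR-199a-3p, which is abundant in fibroblasts, was 26.18 ± 0.17 (SD, n = 4) in stroma and 18.00 ± 0.51 (n = 9) in epithelium, a 290-fold difference (log2 difference 8.18, SE 0.22, adjusted p = 1.0e-11 from limma). Its partner in the same precursor transcript, miR-214, was 261-fold higher (adjusted p = 7.4e-12), and miR-10b 4.85-fold (adjusted p = 3.9e-07). All 5 members of the miR-200 family and all 3 of the miR-183, miR-96 and miR-182 cluster, which mark epithelial cells, were lower. miR-200c was 19.94 ± 0.44 in stroma and 26.17 ± 0.71 in epithelium (adjusted p = 5.4e-11). The list medians were 7.22 for the mesenchymal miRNAs (adjusted p = 2.5e-11 from limma's fry, adjusted p = 0.43 with an estimated correlation), -6.25 for the miR-200 family (adjusted p = 7.0e-09, adjusted p = 0.45 with an estimated correlation) and -7.43 for the miR-183 cluster (adjusted p = 2.5e-11, adjusted p = 0.38 with an estimated correlation). The p-value with an estimated correlation, here and below, is from another test, limma's camera, which compares a list with the other probes. Of 50 measured probes for miRNAs of the Dlk1-Dio3 cluster, an imprinted region with more than 1 large miRNA cluster, 49 were higher in stroma and none was lower (median 6.64, adjusted p = 4.6e-13, adjusted p = 0.38 with an estimated correlation). miR-382 and miR-127 of this cluster were 4500-fold (adjusted p = 5.1e-09) and 195-fold (adjusted p = 1.8e-12) higher. Of 11 measured miRNAs of the miR-17-92 cluster, which promotes proliferation, and its paralogs, 10 were lower in stroma (median -1.64, adjusted p = 1.2e-04, adjusted p = 0.66 with an estimated correlation). All 6 measured miRNAs of the clusters known from embryonic stem cells, miR-290 to miR-295 and miR-302, were lower (median -5.59, adjusted p = 5.8e-06, adjusted p = 0.45 with an estimated correlation). Every list named here gave the same counts when adjusted over the list alone, and each fry call held over all 14 samples. By camera with a preset correlation of 0.01, the miR-200, miR-183, Dlk1-Dio3 and miR-17-92 lists were called (adjusted p = 0.0048, 0.022, 2.0e-07 and 0.0064). The mesenchymal and embryonic stem cell lists were not (adjusted p = 0.065 for each). Without normalization the call of the miR-17-92 list was lost (adjusted p = 0.071). The members of these lists lie on plate A, apart from 5 of the Dlk1-Dio3 cluster, and the control assays of plate B, given next, differed between stroma and epithelium. On plate A the controls Y1 and snoRNA202 were higher in stroma too, by 4.50 and 2.43 on the normalized log2 scale, while U87 (-0.59) was not. Among miRNAs detected in every sample and without overlap, miR-455 was 287-fold (adjusted p = 1.4e-12) and miR-23a 388-fold (adjusted p = 1.7e-05) higher in stroma. Lower in stroma were miR-193 (438-fold, adjusted p = 2.4e-07), miR-429 (194-fold, adjusted p = 7.2e-10), miR-96 (186-fold, adjusted p = 2.6e-10) and miR-183 (173-fold, adjusted p = 1.5e-12). miR-302b, miR-874 and rno-miR-219-2-3p had a Ct of 40 in all 4 stromal samples and below 40 in 6, 5 and 3 of the 9 epithelial samples (adjusted p = 0.026, 6.1e-04 and 5.9e-06). The call of miR-302b was lost without any 1 of the stromal samples 1, 2, 3 and 4 (adjusted p 0.053 to 0.056), with U6 alone as the reference (0.055) and with values under 5.5 set to 5.5 (0.087), and the last setting also ended the call of rno-miR-219-2-3p (0.31).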

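With the deposited normalization, the excess of probes called higher over probes called lower in stroma lay on plate B and not on plate A. Most assays of plate B are for passenger strands, and small RNA controls on that plate differed between stroma and epithelium too. In all, 375 of 459 probes differed between stroma and the mean of the epithelial populations, 220 of them higher in stroma and the others lower, at an adjusted p under 0.05. With all 14 samples, 211 were higher in stroma. The direction depended on the plate. On plate A, 113 probes were higher and 117 lower in stroma (median log2 difference of all probes -0.13), and on plate B, 107 were higher and 38 lower (median 4.80). Of the 220 higher probes, 76 had a Ct of 40 in every epithelial sample. The largest of these, miR-690, miR-22, rno-miR-664 and miR-376b*, lie on plate B and were higher by log2 differences of at least 20.30, 18.17, 18.03 and 17.25 (adjusted p = 1.7e-16, 1.7e-16, 4.5e-16 and 9.7e-17). Also on plate B, miR-709 was 1825-fold higher (adjusted p = 2.2e-08), and miR-200b* and miR-200a*, the passenger strands of the epithelial miR-200 precursors, had log2 differences of -7.81 (adjusted p = 2.9e-11) and -7.00 (adjusted p = 2.3e-12). miR-710 of plate B had a Ct of 40 in all 4 stromal samples and below 40 in 6 epithelial samples (adjusted p = 0.02), and its call was lost over all 14 samples (0.069), with U6 alone as the reference (0.19), without normalization (0.052) and with values under 5.5 set to 5.5 (1). snoRNA135, a small nucleolar RNA used as a control on both plates, had a Ct of 18.8 ± 0.83 (SD, n = 9) in epithelium and 17.1 ± 0.69 (n = 4) in stroma on plate A. On plate B it was not detected in any of the 9 epithelial samples and had a Ct of 16.3 ± 0.76 in stroma. U87 was likewise undetected on plate B in 9 of 9 epithelial samples, with a Ct of 20.8 ± 0.93 in stroma, against 22.3 ± 0.82 and 21.8 ± 0.74 on plate A. snoRNA202 had a Ct of 16.3 in epithelium and 13.9 in stroma on plate A, and of 33.7 and 13.7 on plate B. Y1 went the other way, with 27.9 and 21.4 on plate A and 25.8 and 24.4 on plate B. The abundance of a control cannot account for a gap between plates in the same samples. The plate B differences above can thus not be read as abundance alone. Comparisons among the epithelial populations below also use plate B for miR-206, miR-592, miR-148a*, miR-709 and miR-706, among others. How far the undetected controls bear on these was not tested. The U6 control had a Ct of 12.6 ± 0.79 and 12.7 ± 0.47 on plate A and of 11.7 ± 0.70 and 12.4 ± 0.70 on plate B. The Arabidopsis control miR159a had a Ct of 40 in every sample on both plates. With plate A alone, a choice made after these controls were seen, 229 probes differed. The split of 58.7% higher was 84.7% with U6 alone as the reference (304 higher, 55 lower) and 81.9% without normalization (272 higher, 60 lower).

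**Figure D1:**
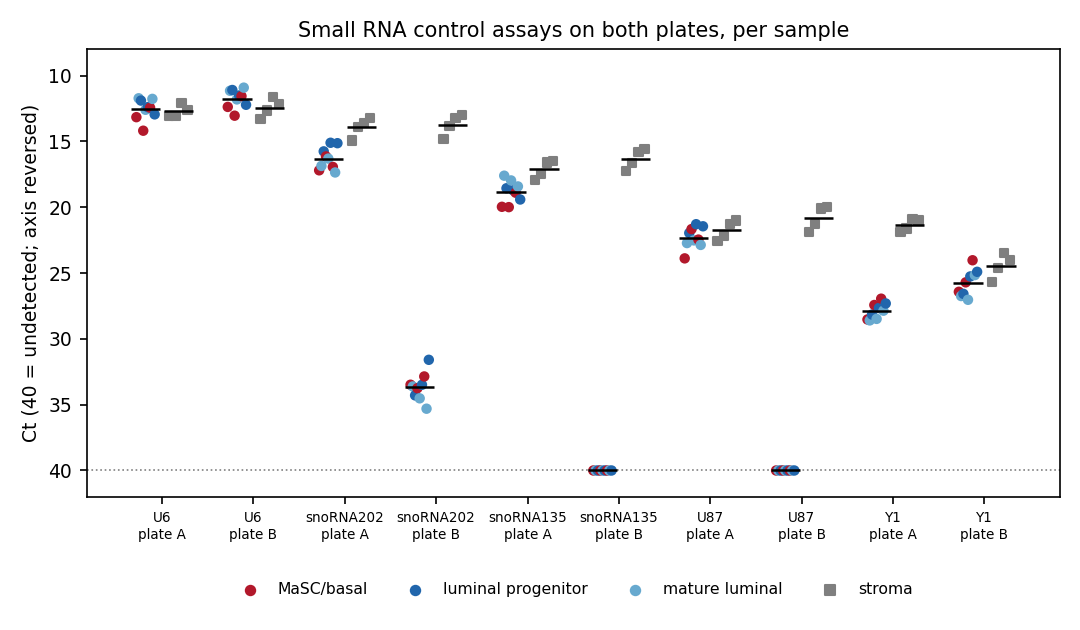
Ct of 5 control assays on plates A and B for each of the 13 samples, with the axis reversed so that more RNA lies higher and 40 at the dotted line standing for no detection. Each point is a sample, coloured by population, and bars are means of epithelium and stroma: snoRNA135 and U87 lie at 40 in the epithelial samples on plate B and near 18.8 and 22.3 on plate A, while the group means of U6 lie between 11.7 and 12.7.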

**Fig. 1:**
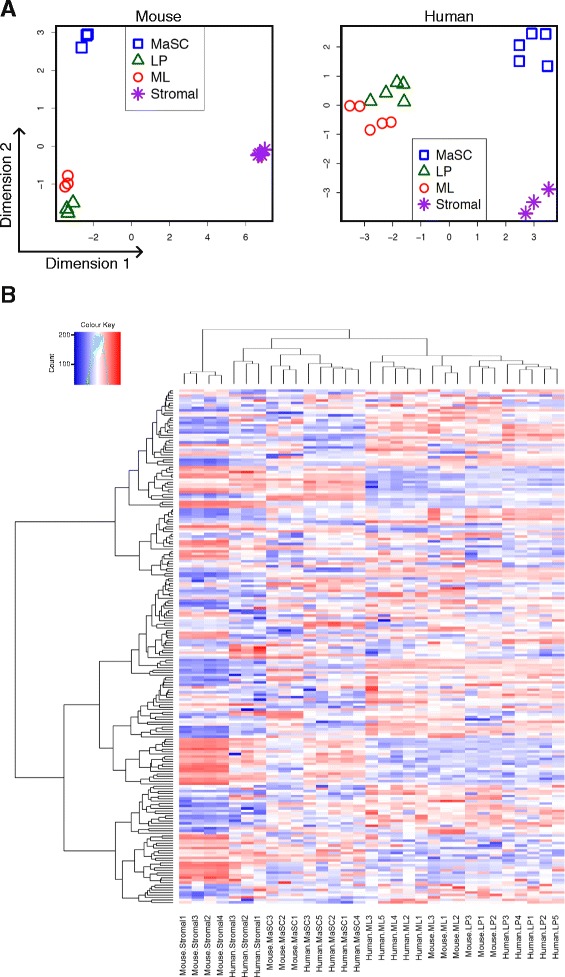
Global miRNA expression in sorted populations from mouse and human mammary glands. Mouse and human epithelial subsets are marked by unique miRNA expression signatures. **a** Multi-dimensional scaling plots indicate clear separation of the mammary stem cell (MaSC)/basal-enriched, luminal progenitor (LP), mature luminal (ML) and stromal subsets in both mouse (*left panel*) and human (*right panel*). Distances on the plot represent the log2 fold change for a typical miRNA between the samples. Stromal cells are well separated from the epithelial subsets, with a typical expression change of around 5 logs or 32-fold. The MaSC/basal subset is well separated from the luminal subsets with a typical expression change of around 4 logs or 16-fold. **b** Combined heat map shows hierarchical clustering of all conserved miRNAs in mouse and human epithelial subsets including stromal subsets (*red* = high expression; *blue* = low expression)

The three epithelial subpopulations were also distinct. Analysis of variance found 221 miRNAs that were DE between the MaSC/basal, luminal progenitor and mature luminal populations in mouse (Additional file 3: Table S3, FDR <0.05) and 209 in human (Additional file 4: Table S4, FDR <0.05). 

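miR-375, miR-133b and miR-292-3p differed among the epithelial populations, each in another order. miR-375, an miRNA of neuroendocrine and epithelial cells, stood at 14.29 ± 0.44 (SD, n = 3) in MaSC/basal cells, 18.47 ± 0.26 in luminal progenitors and 20.88 ± 0.26 in mature luminal cells (adjusted p = 2.2e-07 from limma's F-test). miR-133b, known from muscle, followed another order, with 19.18 ± 0.51, 11.35 ± 0.71 and 14.67 ± 0.29 (adjusted p = 2.2e-07), so that luminal progenitors were lowest. miR-292-3p, known from embryonic stem cells, was highest in luminal progenitors, with 9.49 ± 1.30, 16.10 ± 0.02 and 12.64 ± 0.54 (adjusted p = 7.5e-05). The library labelled MaSC/basal 4 was at 20.68, 12.65 and 15.00 for these miRNAs. Among the 459 probes, 204 differed among the epithelial populations, and 139 did over all 14 samples. Against the mean of the other 2 epithelial populations, 149 probes differed in luminal progenitors (67 higher, 82 lower) and in mature luminal cells 62 were higher and 81 lower. Over all 14 samples, 29 were higher and 28 lower in luminal progenitors and 24 higher and 14 lower in mature luminal cells, and without mature luminal 1 the number higher in mature luminal cells was 41. The direction depended on the scaling. In luminal progenitors, 22 of 160 calls were higher with U6 alone as the reference, 62 of 130 with median centring and 16 of 81 without normalization. In mature luminal cells, 35 were higher and 62 lower with U6 alone as the reference, 83 and 61 with median centring and 59 and 22 without normalization.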

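Luminal progenitors carried less of the muscle miRNAs miR-1 and miR-133 than MaSC/basal cells and more of miR-503, which is known to slow the cell cycle, and of its cluster neighbours miR-351 and miR-450a. The muscle miRNAs miR-133a and rno-miR-1 were lower in luminal progenitors (log2 difference -7.10, SE 0.27, adjusted p = 1.9e-08 from limma, and -6.74, adjusted p = 1.9e-07), as was miR-133b, by 228-fold (adjusted p = 9.9e-08), while miR-206 of skeletal muscle was not called (-1.23, adjusted p = 0.12). miR-34c, a p53 target, was 470-fold lower (adjusted p = 2.9e-08), miR-135a 790-fold (adjusted p = 2.8e-04) and miR-382 116-fold (adjusted p = 6.2e-05). miR-802 and miR-489 had a Ct of 40 in all 3 luminal progenitor samples and were at least 991-fold (adjusted p = 8.9e-05) and 281-fold (adjusted p = 1.1e-04) lower. In the other direction, miR-148a* was higher in luminal progenitors by a log2 difference of 8.51 (adjusted p = 6.4e-05), miR-292-3p 97.6-fold (adjusted p = 2.6e-05), miR-351 54.9-fold (adjusted p = 2.4e-05), miR-503 50.7-fold (adjusted p = 8.3e-07), miR-295 48.6-fold (adjusted p = 0.0028) and rno-miR-450a 29.6-fold (adjusted p = 7.1e-05). In all, 168 probes differed between luminal progenitors and MaSC/basal cells, 73 of them higher and 95 lower in luminal progenitors, and 165 between mature luminal and MaSC/basal cells, 64 higher and 101 lower in mature luminal cells. With the 14th sample included, 95 probes differed between luminal progenitors and MaSC/basal cells and 84 between mature luminal and MaSC/basal cells, and miR-295 (adjusted p = 0.054) was no longer called. miR-344 and miR-874 had a Ct of 40 in all 3 luminal progenitor samples and below 40 in 3 and 2 of the MaSC/basal samples (adjusted p = 0.0047 and 0.04). Neither call held over all 14 samples (adjusted p = 0.085 and 0.16) or with values under 5.5 set to 5.5 (0.098 and 0.33), and that of miR-874 was lost with mouse pool as a block (0.097), without the filter (0.06), over the epithelial samples alone (0.084) and without any 1 of 11 libraries (adjusted p 0.050 to 0.124), all but MaSC/basal 2 and mature luminal 3, with a log2 difference of -5.77 without MaSC/basal 2 and -2.24 without MaSC/basal 3. The share of calls higher in luminal progenitors was 43.5%, against 15.1% with U6 alone as the reference (28 higher, 158 lower), 28.8% without normalization (34 higher, 84 lower) and 50.9% with median centring (87 higher, 84 lower). Between mature luminal and MaSC/basal cells, 40 of 174 calls were higher in mature luminal cells with U6 alone as the reference, and more were higher than lower with median centring (198 calls, 92 of them lower) and without normalization (68 higher, 47 lower).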

The greatest expression differences were associated with the MaSC/basal subsets. The progenitor and mature luminal subpopulations showed relatively closer expression profiles while still being distinct from each other. 

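Mature luminal cells carried more muscle miRNAs than luminal progenitors and more of miR-21, an miRNA abundant in many tumours. All 5 measured probes for muscle miRNAs, with a mouse and a rat assay for miR-1, were higher in mature luminal cells, over the list alone too (median 2.70, adjusted p = 3.9e-05, adjusted p = 0.38 with an estimated correlation, and 2.69 over all 14 samples, adjusted p = 0.016). miR-133b was 9.98-fold higher (log2 difference 3.32, SE 0.41, adjusted p = 3.9e-04 from limma) and miR-1 8.07-fold (adjusted p = 3.9e-04). miR-21 was 8.39-fold higher (adjusted p = 4.9e-04) and miR-382 20.9-fold (adjusted p = 0.0041). miR-802, miR-874, miR-384-3p and rno-miR-219-2-3p had a Ct of 40 in all 3 luminal progenitor samples and were higher in mature luminal cells by log2 differences of at least 8.19, 9.44, 7.22 and 5.42 (adjusted p = 0.0016, 8.3e-04, 0.0017 and 1.6e-06). Lower in mature luminal cells were miR-709 (15.9-fold, adjusted p = 0.008), miR-292-3p (11-fold, adjusted p = 0.0062), miR-706 (7.34-fold, adjusted p = 0.0062) and miR-146b* (6.84-fold, adjusted p = 3.5e-04). In all, 101 probes differed, 50 of them higher and 51 lower in mature luminal cells, and 45 did over all 14 samples. Without mature luminal 1, 32 were lower. The share of higher calls was 49.5%, against 86.0% with U6 alone as the reference (49 higher, 8 lower) and 93.2% without normalization (41 higher, 3 lower). The 14th library is in neither luminal population, so the log2 difference of each miRNA is the same with it. Only the error, which is estimated over all populations, and the adjusted p change. With it the calls of miR-382 (adjusted p = 0.058), miR-133b (0.2), miR-1 (0.11) and miR-292-3p (0.15) were lost. Without normalization those of miR-292-3p (0.074) and miR-706 (0.07) were lost, as were that of miR-706 with U6 alone as the reference (0.056) and over the 6 luminal samples alone (0.05), that of miR-709 over the same 6 samples (0.063) and that of rno-miR-219-2-3p with values under 5.5 set to 5.5 (0.1).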

Comparison of the MaSC/basal subset with the average of the two luminal populations revealed 188 differentially expressed miRNAs in mouse. Of these, 107 miRNAs were more highly expressed in the mouse MaSC/basal subset and 81 were more highly expressed upon restriction to the luminal lineage (Additional file 5: Table S5; FDR <0.05). 

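MaSC/basal cells carried more of miR-143 and miR-145 and of many miRNAs of the Dlk1-Dio3 cluster, and luminal cells more of the embryonic stem cell clusters. miR-143 and miR-145, which lie in 1 cluster and are abundant in smooth muscle, were 26.03 ± 0.55 and 28.60 ± 0.57 (SD, n = 3) in MaSC/basal cells and 19.94 ± 0.65 and 22.99 ± 0.77 (n = 6) in luminal cells (adjusted p = 6.8e-09 and 1.8e-08 from limma), a list median of 5.85 (adjusted p = 8.9e-09, adjusted p = 0.4 with an estimated correlation). Over all 14 samples this median was 4.18 (adjusted p = 0.023), since the library labelled MaSC/basal 4 was at 19.42 and 21.86. Among miRNAs detected in every sample of both sides and without overlap, miR-125b-3p was 234-fold higher in MaSC/basal cells (adjusted p = 1.3e-05), miR-135a 135-fold (adjusted p = 8.6e-04) and miR-133b 72-fold (adjusted p = 1.4e-07). miR-218, which the paper names, was 22.3-fold higher (adjusted p = 1.2e-08). miR-344 had a Ct of 40 in all 6 luminal samples and was at least 58-fold higher (adjusted p = 0.0017). Higher in luminal cells were miR-148a* (190-fold, adjusted p = 4.4e-05), miR-592 (41.6-fold, adjusted p = 1.3e-07), miR-351 (40.1-fold, adjusted p = 1.2e-05) and miR-184 (39.5-fold, adjusted p = 6.9e-07). miR-211 and rno-miR-219-2-3p had a Ct of 40 in all 3 MaSC/basal samples and below 40 in 5 and 3 of the 6 luminal samples (log2 differences -7.80 and -2.79, adjusted p = 0.0044 and 7.1e-06). Of the 50 Dlk1-Dio3 probes, 27 were higher in MaSC/basal cells and none was lower, and 28 were higher when adjusted over the list alone (median 1.17, adjusted p = 3.7e-05, adjusted p = 0.4 with an estimated correlation, and 0.87 over all 14 samples, adjusted p = 0.024). miR-433 and miR-493 of this cluster had log2 differences of 2.54 (adjusted p = 2.5e-04) and 5.49 (adjusted p = 0.0018). Of these 50 probes, 49 were also higher in stroma than in epithelium. The fibroblast and mesenchymal list was higher in MaSC/basal cells too (median 0.67, adjusted p = 0.0028, adjusted p = 0.69 with an estimated correlation), with miR-127, itself a Dlk1-Dio3 miRNA, and miR-152 called, names chosen after their values were seen. Its call was lost over all 14 samples (0.49) and without normalization (0.35), and its median was 0.41 without mature luminal 1 and 0.25 without MaSC/basal 3. miR-199a-3p and miR-214 of this list, which were among the most different in stroma, were not called (0.45 and 0.0045, adjusted p = 0.2 and 0.99). Of 17 listed miRNAs of the embryonic stem cell clusters, 6 entered the tests. Of these 6, 5 were higher in luminal cells and none was lower (median -5.07, adjusted p = 3.9e-05, adjusted p = 0.4 with an estimated correlation, and -3.72 over all 14 samples, adjusted p = 0.033). Among them miR-295, miR-294 and miR-291a-3p had log2 differences of -4.52 (adjusted p = 0.0042), -9.76 (adjusted p = 4.3e-05) and -7.19 (adjusted p = 5.6e-04). miR-294 lay at 0.68 to 2.28 in MaSC/basal 1 to 3, near the level of undetected reactions, so the size of its difference depends on the detection limit. In all, 185 probes differed, 79 of them higher in luminal cells and the others in MaSC/basal cells, and over all 14 samples 110 did, 53 of them higher in luminal cells and 57 in MaSC/basal cells. The calls of miR-125b-3p (adjusted p = 0.19), miR-211 (0.089), miR-433 (0.14), miR-493 (0.063) and miR-295 (0.078) were lost over all 14 samples, and with values under 5.5 set to 5.5 those of miR-344 (0.053) and rno-miR-219-2-3p (0.32) were. The share of calls higher in MaSC/basal cells was 57.3%, against 82.7% with U6 alone as the reference (158 higher, 33 lower) and 47.0% with median centring (93 higher, 105 lower).

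**Figure D2:**
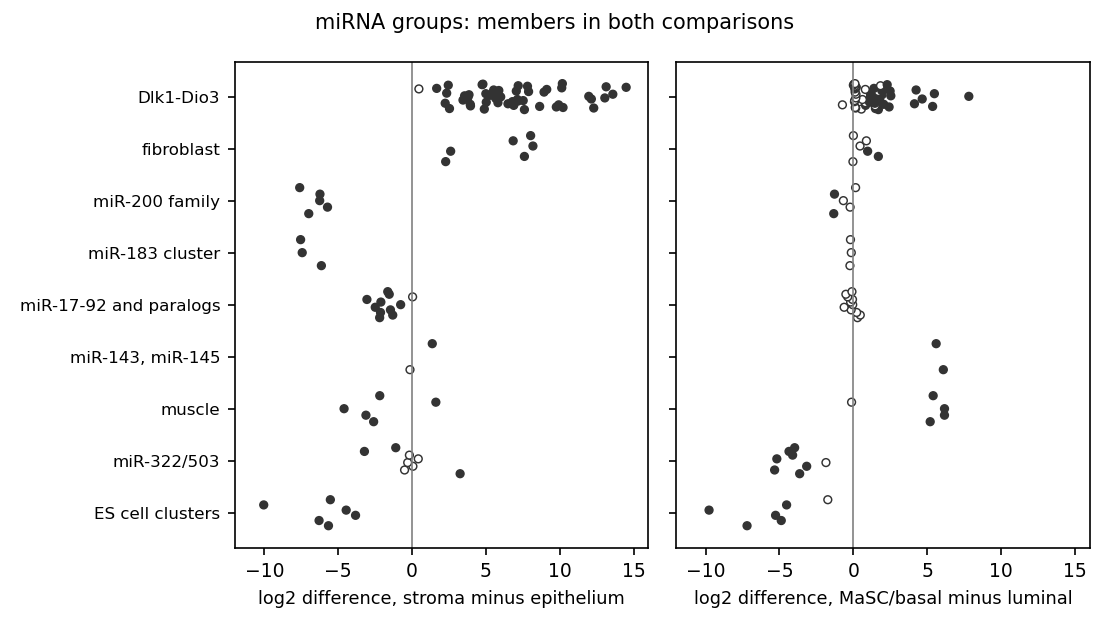
Log2 difference of each measured member of 9 miRNA groups, left for stroma minus epithelium and right for MaSC/basal minus luminal cells, with filled points at an adjusted p under 0.05. The Dlk1-Dio3 members lie to the right of 0 in the left plot. In the right plot they reach from -0.74 to 7.82 and 27 of the 50 are filled, and the miR-143 and miR-145 points lie above 5. Both plots use the deposited normalization. With U6 alone as the reference, which is not drawn, the median of the miR-17-92 group for MaSC/basal minus luminal cells changes sign.

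**Figure D3:**
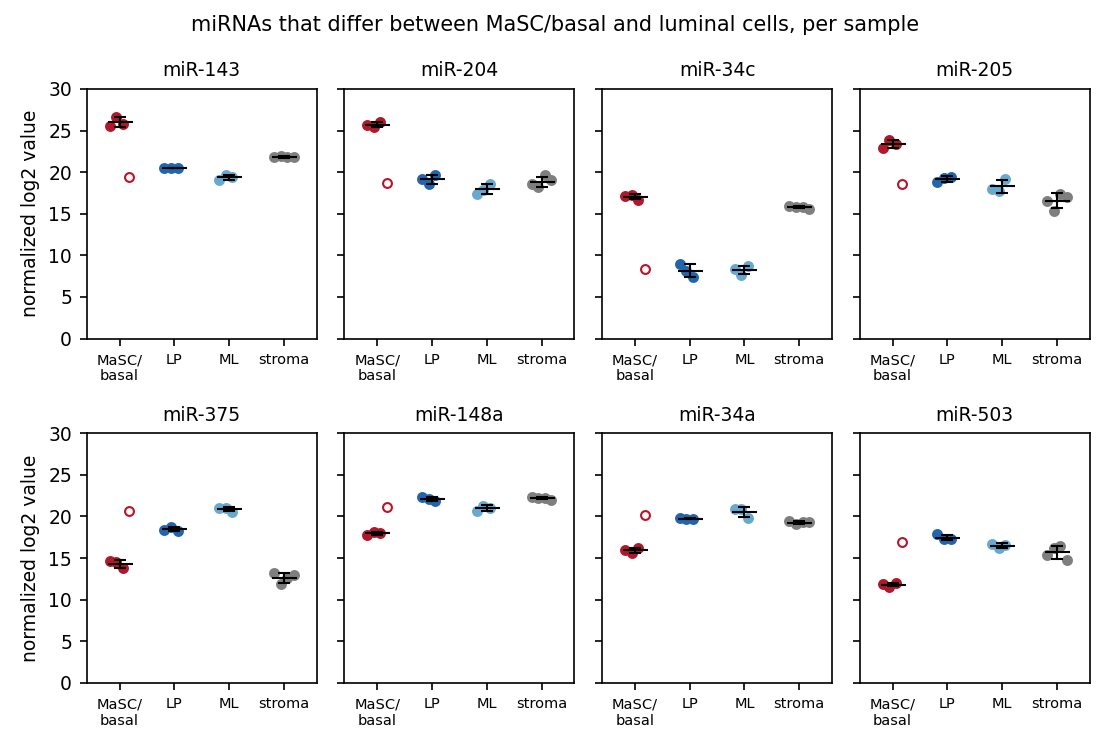
Normalized log2 expression of 8 miRNAs in each sample of the 4 populations, with bars for the mean and SD of the 13 samples and an open circle for the library labelled MaSC/basal 4. The open circle lies at 19.42 for miR-143, where the other MaSC/basal samples lie between 25.59 and 26.65.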

The same comparison in human found 213 differentially expressed miRNAs between the MaSC/basal subset and the luminal lineage, with 163 upregulated in the MaSC/basal subset and 50 in luminal cells (Additional file 6: Table S6; FDR <0.05).

### Conservation across species

To explore the mouse and human data together, a batch correction was used to adjust for differences between the two species and hierarchical clustering was applied to all the mouse and human cell populations together (Fig. 1b). This analysis was restricted to miRNA families found in both species. The clustering confirmed a clear separation between the stromal, MaSC/basal and luminal cell populations, with all cell subsets clustering together despite species differences (Fig. 1b). In particular, the mouse and human stromal populations clustered together despite known differences between stroma in the two species. Mouse mammary stroma is known to comprise a higher proportion of adipocytes, whereas human breast stroma is highly enriched for fibroblasts. The homologous expression profiles between human and mouse stroma suggest that either population might be utilized to support human breast epithelial cells in cell-based assays ex vivo.

A differential expression analysis of the combined mouse and human expression profiles was conducted to find miRNAs that showed the same pattern of differential expression between the epithelial subsets in both species. Analysis of variance revealed 111 miRNAs that were consistently differentially expressed between the three epithelial subsets (FDR <0.05). 

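The mouse differences between MaSC/basal and luminal cells were set against the human differences that the paper lists in its Table S6. The human values are the paper's and were not analysed here. Of 121 human calls with a matching mouse probe, 96 were higher and 25 lower in human MaSC/basal cells, and 87 had the same sign in mouse. Of 66 called in both species, 43 were higher in both and 9 lower in both, while 10 were higher in human and lower in mouse and 4 the reverse (Fisher's exact test, two-sided, p = 0.00088). Over all 14 mouse samples 84 of the 121 had the same sign, and of 36 called in both, 27 did (Fisher's exact test, p = 0.039). The direction depended on the scaling: with median centring 72 of the 121 had the same sign, and of 78 called in both 54 did, with 21 higher in human and lower in mouse. With U6 alone as the reference these were 89 of the 121, 58 of 65 and 3, and without normalization 74 of the 121, 39 of 48 and 6 (Fisher's exact test, p = 0.00066, 0.0031 and 0.0018 in this order). Among the 50 conserved miRNAs that Table S7 places in MaSC/basal cells, 48 had the same sign in mouse and 39 of these were called, and miR-9 and miR-130b were called in the opposite direction. Among the 58 it places in luminal cells, 47 had the same sign and 25 of these were called, and miR-378 was called in the opposite direction. These 3 names were chosen after their values were seen. Table S7 was chosen in part on these same mouse samples, so that its counts are not independent evidence.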

A more focused comparison of the MaSC/basal subset with the combined luminal subsets found 108 differentially expressed miRNAs, of which 50 had higher expression in the MaSC/basal subset and 58 in the luminal subsets (Additional file 7: Table S7, FDR <0.05). Top conserved miRNAs in the MaSC/basal population include miR-204 (may target *ERα*), miR-221/222 (targets *ERα* and *c-Kit*) [37, 38], and miR-205 (targets *Pten* and *Bcl-2*) [39, 40]. 

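miR-204, and the pair miR-221 and miR-222, were higher in MaSC/basal than in luminal cells of the mouse. miR-204 was 25.71 ± 0.27 (SD, n = 3) in MaSC/basal cells and 18.53 ± 0.81 (n = 6) in luminal cells, a log2 difference of 7.17 (SE 0.35, adjusted p = 4.3e-08 from limma), and over all 14 samples the log2 difference was 5.43 (adjusted p = 0.01). miR-221 was 5.99-fold higher (adjusted p = 1.3e-06, and a log2 difference of 1.96 over all 14 samples) and miR-222 8.28-fold (adjusted p = 1.1e-06, and 2.21). As a list the pair had a median of 2.82 (adjusted p = 1.1e-06, adjusted p = 0.45 with an estimated correlation), with both called over the list alone too, and over all 14 samples a median of 2.09 (adjusted p = 0.014). miR-205 was 23.38 ± 0.52 in MaSC/basal cells, 19.16 ± 0.33 in luminal progenitors and 18.29 ± 0.80 in mature luminal cells, and 25.2-fold higher in MaSC/basal cells (adjusted p = 1.3e-05, and a log2 difference of 3.46 over all 14 samples, adjusted p = 0.017).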

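Among miRNAs of luminal cells, the members of the miR-200 family, which restrain the epithelial to mesenchymal transition, did not all differ between MaSC/basal and luminal cells of the mouse. miR-200c and miR-141 were lower in MaSC/basal cells (log2 differences -1.27 and -1.32, adjusted p = 9.1e-04 and 0.0087 from limma), miR-200a and miR-200b were not called (-0.22 and -0.67, adjusted p = 0.58 and 0.11), nor was miR-429 (0.15, adjusted p = 0.78). Over all 14 samples the log2 differences were -1.19, -1.06, -0.33, -0.73 and 0.07 in this order (adjusted p = 0.0051, 0.045, 0.38, 0.076 and 0.9). As a list, 2 of 5 were lower and none was higher, over the list alone too (median -0.67, adjusted p = 0.069). With mouse pool as a block miR-200b (adjusted p = 0.016) and the list (0.047) were called. With median centring miR-200a (adjusted p = 0.01), miR-200b (-1.51, 0.0014) and the list (-1.51, 9.0e-04) were called, as were miR-200b (-1.40, 0.033) and the list (-1.40, 0.047) without normalization. With U6 alone as the reference the call of miR-141 was lost (0.14) and miR-200a turned to 0.07. miR-429 was negative with median centring (-0.53), without normalization (-0.42), without MaSC/basal 2 (-0.02) and without luminal progenitor 3 (-0.02). The list was called without mature luminal 3 (0.036) and without stroma 2 (0.023). miR-148a was 11.9-fold lower in MaSC/basal cells (adjusted p = 4.4e-08) and miR-375 41.6-fold (adjusted p = 1.1e-07), at -2.79 and -3.78 on the log2 scale over all 14 samples (adjusted p = 0.0053 and 0.026). miR-10a was 2.42-fold lower (adjusted p = 0.0017), and -1.13 over all 14 samples (adjusted p = 0.0099), with its call lost with U6 alone as the reference (0.12).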

Luminal-restricted miRNAs included miR-10a (targets *KLF4* and *PIK3CA*) [41, 42], miR-200a/b (targets EMT (epithelial mesenchymal transition) genes) [43], miR-148a (targets *Bim*) [44] and miR-375 (targets *PDK1*) [45].

### Target gene prediction and inverse correlation between microRNA and mRNA expression in distinct subpopulations

To explore the potential biological functions of DE miRNAs between mammary epithelial lineages, we identified putative target mRNAs for each miRNA. This was achieved using the Targetscan program, which predicts miRNA-binding sites in mRNA 3′ untranslated regions. Many of the miRNAs specific to the MaSC/basal subset (Additional file 3: Table S3 and Additional file 4: Table S4) were observed to target key luminal-lineage mRNAs including *Gata3, Notch1, Elf5, c-Kit and Esr1* [11, 12]*.* Conversely, many luminal-specific miRNAs have been implicated in targeting transcription factors that are restricted to basal cells in the mammary gland such as *Snai2* and *Trp63* [11, 12]. Predicted target mRNAs for a number of miRNAs are shown in Fig. 2c. Many of these are likely to be relevant to lineage restriction in the mammary gland such as miR-203, which is expressed in luminal cells and targets the basal-restricted genes *Snai2* and *Trp63* [46–48].

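miR-203, which is known to target the basal transcription factor p63, was higher in luminal than in MaSC/basal cells of the mouse. It was 19.37 ± 0.38 (SD, n = 3) in MaSC/basal cells, 21.78 ± 0.29 in luminal progenitors and 22.41 ± 0.49 in mature luminal cells, a 6.63-fold difference (log2 difference -2.73, SE 0.24, adjusted p = 4.1e-06 from limma), and -1.98 over all 14 samples (adjusted p = 0.022). Of the 20 miRNAs drawn in Fig. 2c, 17 differed in the figure's direction with a call, 3 had that direction without a call (miR-191, miR-200a and miR-200b), and over all 14 samples 13 were called. The figure shows conserved miRNAs chosen in part on these same mouse samples, so these counts are not independent evidence. miR-99a, a relative of miR-100, was 6.19-fold (adjusted p = 2.8e-06) and miR-376a 2.75-fold (adjusted p = 4.2e-04) higher in MaSC/basal cells. miR-193b, miR-130a, miR-27b, miR-425 and miR-500 had log2 differences of -0.83, 1.12, 1.73, -1.59 and -2.40 (adjusted p = 0.0013, 0.0019, 1.2e-04, 2.6e-04 and 2.3e-05). miR-191 differed by -0.31 (adjusted p = 0.1), and was called with median centring (-1.18, 1.4e-04) and without normalization (-1.07, 0.048). The calls of miR-376a (adjusted p = 0.22) and miR-130a (0.063) were lost over all 14 samples, that of miR-193b with U6 alone as the reference (0.1) and that of miR-130a without normalization (0.18).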

**Fig. 2:**
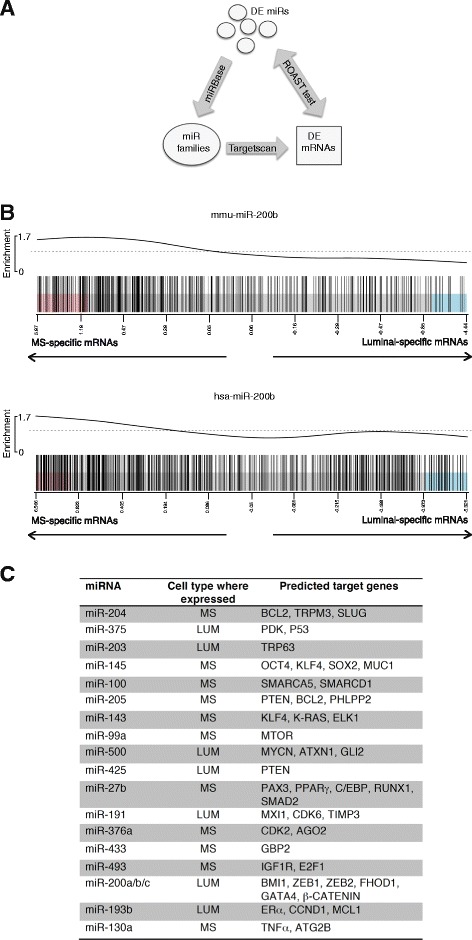
Inverse correlation between differentially expressed miRNAs in specific subpopulations and their transcriptomes. Lineage-specific miRNAs are conserved between mouse and human mammary tissue. **a** Schematic representation of Rotation Gene Set Test (ROAST) analysis [29]. Mouse and human Taqman probes were matched by miRNA symbols obtained from the miRNA database (miRBase) and TargetScan was used to relate miRNAs to target mRNAs. ROAST tests were performed to detect miRNAs that are most negatively correlated with their target mRNAs. **b** Barcode plots showing the expression patterns of the mouse and human mRNA targets of the conserved luminal-specific miR-200b. Genes are ranked in terms of relative expression from highest in MaSC/basal cells (MS) to highest in luminal cells. Target genes are marked with vertical bars and the worm shows relative enrichment. The target genes tend to be less highly expressed in the luminal than the MaSC/basal subset. **c** Predicted target genes for the top 20 conserved differentially expressed miRNAs in the two major populations. *DE* differentially expressed, *miRNA miR* microRNA, *Lum* combined luminal progenitor and mature luminal cells

To rigorously test whether the DE miRNAs are in fact regulating their putative mRNA target genes within a given mammary lineage, we carried out Rotation Gene Set Tests (ROAST) to assess whether the expression of each miRNA was inverse correlated with that of its target genes during luminal commitment. The expression levels of mRNA genes in the mouse and human MaSC/basal, luminal progenitor and mature luminal subpopulations were measured by microarrays as previously reported [12]. This analysis confirmed that many of the DE miRNAs between the MaSC/basal and luminal subsets do show significant inverse correlations with their target mRNAs, supporting the hypothesis that they constitute an active regulatory mechanism (Additional file 8: Table S8). This was true for both mouse and human. As a representative example, the inverse correlation is displayed by barcode plots for the mouse and human versions of miR-200b (Fig. 2b), which is a key miRNA that targets the EMT genes *Zeb1 and Zeb2* [43].

GO enrichment analysis was used to examine the biological processes and molecular functions that are regulated as basal stem/progenitor cells commit to the luminal lineage. In particular, GO analysis was conducted on the putative mRNA targets of miRNAs that were differentially expressed between the MaSC/basal and luminal subsets. This revealed that luminal-specific miRNAs tend to downregulate signaling pathways including cell differentiation, cell development, and regulation of developmental process in both mouse and human mammary epithelium (Additional file 9: Table S9A and Additional file 10: Table S10A), whereas MaSC/basal-specific miRNAs tend to downregulate processes characteristic of differentiated cells including intracellular localization, transport, organelle, biosynthesis, secretion and cell–cell interaction pathways (Additional file 9: Table S9B and Additional file 10: Table S10B).

### Restricted expression of a primate-specific microRNA cluster in the MaSC/basal subset

Analysis of human miRNA profiles revealed differential expression of primate-specific miRNAs between the basal and luminal epithelial subsets. Interestingly, the region localized to chromosome 19q13.4 harbors a miRNA cluster that spans ~150 kb and encodes 50 miRNAs (C19MC, Fig. 3a). The expression of these miRNAs has been reported to be high during embryonic development and in human embryonic stem cells [49, 50]. Significant expression of miRNAs within this cluster (miR-512-3p, miR-512-5p, mir-515-5p, miR-516b, miR-517a, miR-517c, miR-518b, miR-518f, miR-519a and miR-519d) was observed in the MaSC/basal population (Fig. 3b), whereas no highly expressed luminal-specific primate miRNAs were identified. Targetscan analysis indicated *RANK* (TNFRSF11A), a member of the TNF superfamily of receptors, and *MCL-1*, a BCL-2 pro-survival family member, as potential target genes. These observations are compatible with the very low expression of *Rank* and *Mcl-1* mRNA in the MaSC/basal subset [12, 51]. Moreover, the luminal lineage-restricted genes, *ERα* and *ELF5*, were predicted to be targeted by DE primate-specific miRNAs (Fig. 3c). The other major primate-specific miRNA cluster miR-506-514 localized on chromosome X [52, 53] did not show differential expression amongst the human breast epithelial subsets.

**Fig. 3:**
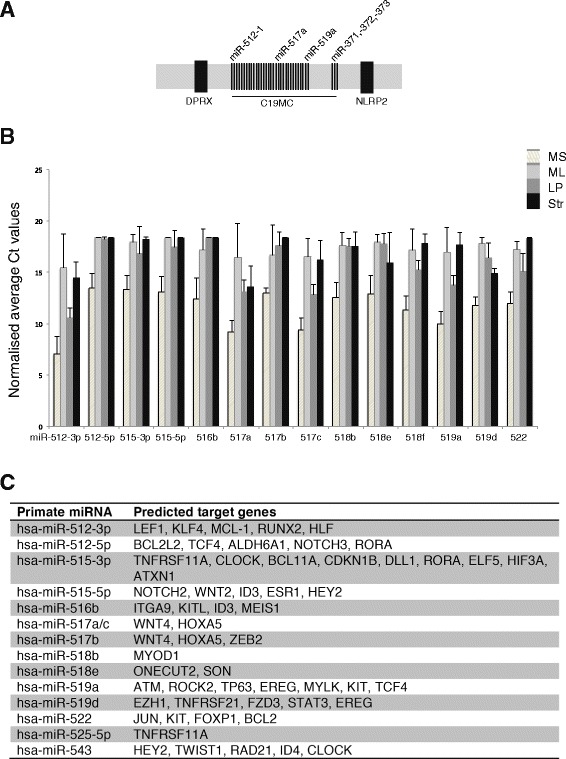
The human MaSC/basal population is enriched for primate-specific miRNAs. Primate-specific miRNAs are expressed at higher levels in the human MaSC/basal subset (MS) relative to luminal and stromal cells. **a** The primate-specific chromosome-19 miRNA cluster (C19MC) is located at 19q13.4, flanked by the DPRX and NLRP2 genes. C19MC is ~150 kb in length and codes for 50 known miRNAs. **b** Bar plots show normalized average Ct values for 15 primate-specific miRNAs that are differentially expressed between the MaSC/basal (MS), mature luminal (ML), luminal progenitor (LP) and stromal (str) cell subsets. Quantitative PCR data was normalized against the U6 small RNA (n = 3 independent biological samples; error bars represent SEM). **c** The table shows known or putative mRNA targets of DE primate-specific miRNAs in human breast epithelium

### Comparison of microRNA signatures for normal human breast epithelial subpopulations versus breast cancer subtypes

Breast cancer has been stratified into at least five molecular subtypes [54] and miRNA profiling of 101 primary breast tumors revealed differential expression of miRNAs between these different subgroups [55]. Moreover, large-scale miRNA profiling of breast cancers carried out under the TCGA project has provided a comprehensive list of differentially expressed miRNAs between the different subtypes [56]. Here we utilized miRNA signatures to identify potential relationships between normal human epithelial subsets and tumors of different molecular subtypes, analogous to that performed using mRNA signatures [2]. The MaSC/basal miRNA signature was found to be highest in the normal-like subtype of breast cancer (*P* < 1.6 × 10^–6^), while the mature luminal signature was closest to the luminal B subtype (*P* < 9.4 × 10^–5^) (Fig. 4a). Interestingly, the luminal progenitor miRNA signature was highest in the basal-like subtype relative to all other subtypes (*P* < 1.4 × 10^–9^), reminiscent of that observed for their transcriptomes [2]. Interrogation of the TCGA database for expression of DE primate-specific miRNAs (listed in Fig. 3c) revealed considerable enrichment of miR-516a and miR-519a in basal-like tumors (Fig. 4b; *P* < 1.9 × 10^–5^ and *P* < 5.3 × 10^–9^, respectively), in contrast to the other miRNAs, which did not demonstrate enrichment (data not shown).

**Fig. 4:**
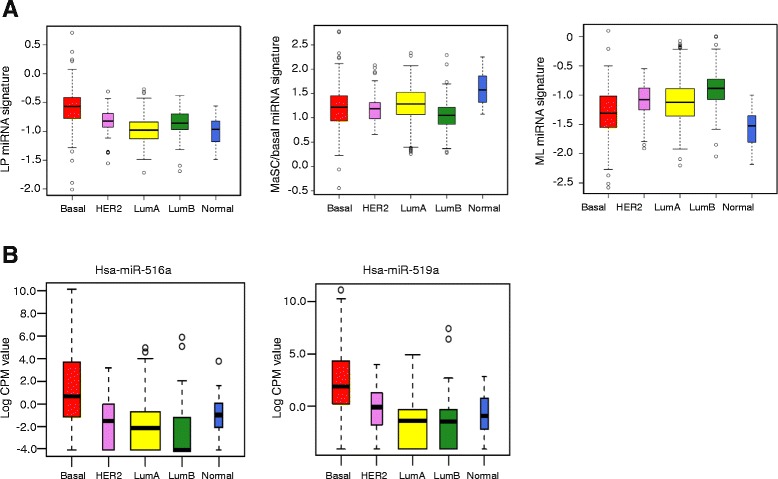
Comparison of normal human breast epithelial miRNA signatures with miRNA profiles of different breast cancer subtypes. **a** The miRNA signatures of human mammary epithelial subsets were used to identify relationships between normal human epithelial subsets and tumors of different molecular subtypes. The miRNA signature scores of epithelial subsets were derived as MS vs LP+ML; LP vs MS+ML and ML vs MS+LP (*MS* MaSC/basal, *LP* luminal progenitor, *ML* mature luminal). Panels show boxplots for the LP, MS and ML signature expression scores with respect to the miRNA signatures of tumor subtypes derived from the TCGA database (breast cancer subtype: *LumA* luminal A, *LumB* luminal B, *HER2* Human epidermal growth factor receptor 2 positive, *Basal* often triple negative tumors). **b** Expression of basal-restricted, primate-specific miRNAs was examined in the different subtypes of breast cancer using the TCGA dataset. Boxplots are shown for miRNA-516a and miR-519a, where significant enrichment was observed in the basal-like subtype. *CPM*, counts per million

### Correlation of microRNA profiles with epigenetic modification

We recently established the genome-wide histone methylation profiles for the MaSC/basal, luminal progenitor and mature luminal epithelial subsets isolated from the mouse mammary gland and showed that they varied dramatically amongst the two primary lineages and in response to ovarian hormones [14]. To determine whether the expression of miRNAs in the mammary gland was subject to epigenetic regulation, we utilized ChIP-seq data for H3K4me3 and H3K27me3 (activation and repressive marks, respectively) to investigate histone methylation of the regulatory regions of miRNAs spanning a region 3 kb upstream of their putative transcriptional start-site (TSS). Scatter plots (Fig. 5a) of DE genes between the MaSC/basal and luminal progenitor populations demonstrated a positive correlation between miRNA expression and H3K4me3 chromatin modifications, in which the upstream regions of the top 200 DE miRNAs were examined. Conversely, H3K27me3 marks negatively correlated with the top DE miRNAs between these subsets. Interestingly, similar correlations could be seen upon interrogation of luminal progenitor versus mature luminal cells (Fig. 5b), specifically for H3K27 trimethylation. The heat map depicts the relative levels of H3K4me3 and H3K27me3 modifications across a 3 kb upstream region for the top 140 DE miRNAs (Fig. 5c) in the MaSC/basal versus luminal progenitor subsets and the luminal progenitor versus mature luminal subsets. These represent miRNAs and genes that are potentially involved in cell-fate decisions and luminal differentiation, respectively. Representative track file histograms for the MaSC/basal-specific miRs-34b/c, miR-204 and miR-218, highlighting the distribution of H3K27me3 and H3K4me3 peaks, are shown in Fig. 6a. Overall, these data indicate that epigenetic modifications play an important role in lineage restriction along the mammary differentiation hierarchy.

**Fig. 5:**
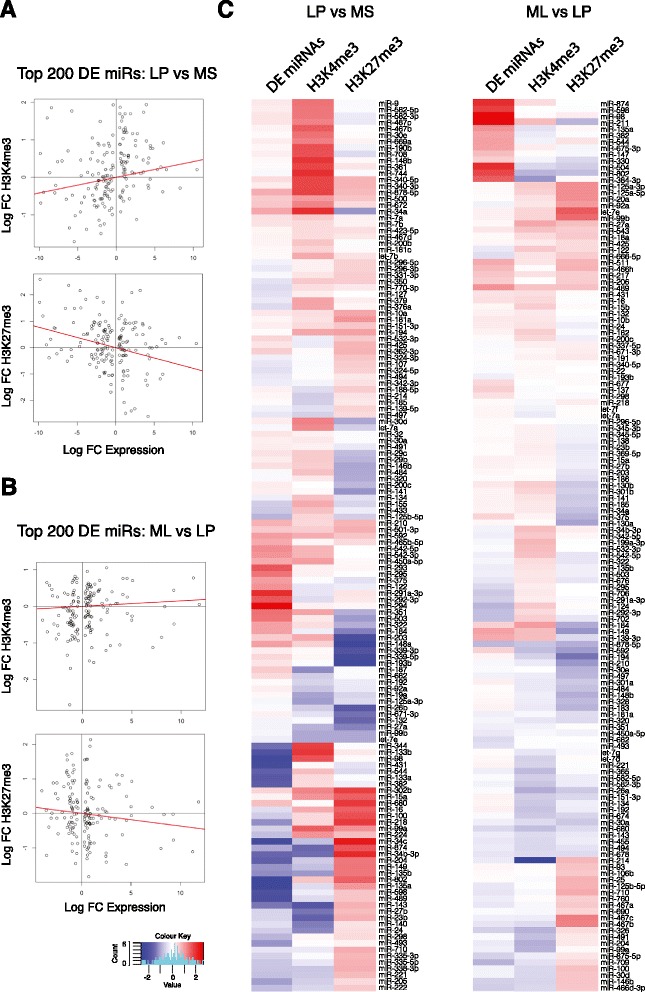
Correlation between miRNA expression and histone methylation patterns. The histone marks H3K4me3 and H3K27me3 correlate with miRNA expression. Results are shown for the top 200 (scatter plot) or 140 (heatmap) differentially expressed miRNAs between the luminal progenitor (*LP*) and MaSC/basal (*MS*) subsets and for the top 200 (scatter plot) or 140 (heatmap) differentially expressed (*DE*) miRNAs between the mature luminal (*ML*) and LP subsets. **a** Scatter plots show that expression changes between the MS and LP subsets are directly correlated with differential H3K4me3 marking (*top panel*, *P* = 0.017) and inversely correlated with H3K27me3 marking (*bottom panel*, *P* = 9.6 × 10^-5^). **b** Scatter plots show that expression changes between the ML and LP subsets are uncorrelated with differential H3K4me3 marking (*top panel*, *P* = 0.4) but inversely correlated with H3K27me3 marking (*bottom panel*, *P* = 0.108). **c** Heatmaps of expression and epigenetic changes. Vertical columns represent log2-fold expression changes for expression, H3K4me3 binding and H3K27me3 binding, respectively. The left panel clusters the same log-fold changes as for (**a**). The right panel clusters the same log-fold changes as for (**b**) (*red* = increased; *blue* = decreased). *FC* fold change

**Fig. 6:**
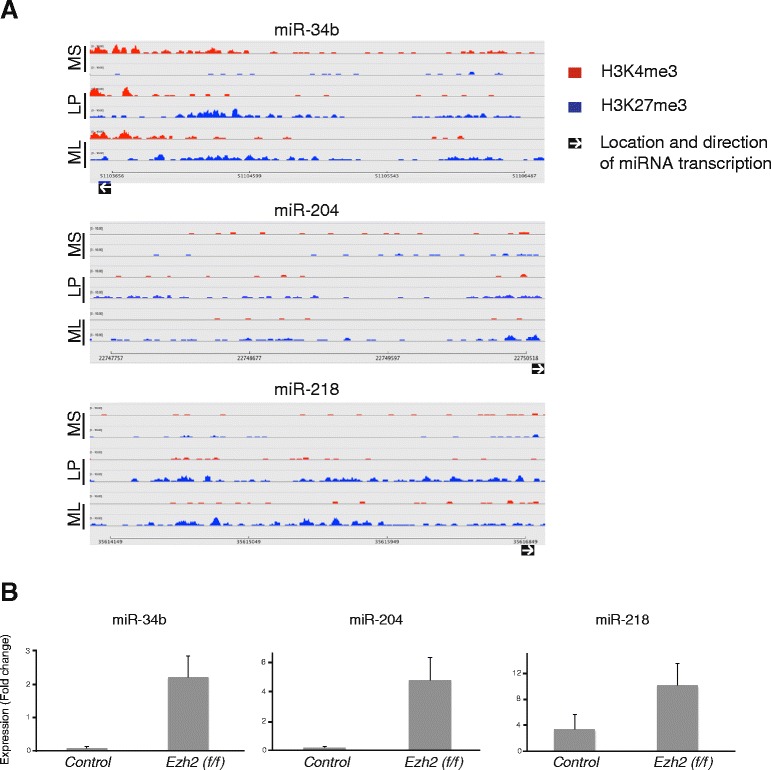
Ezh2 mediates repression of mammary epithelial miRNAs. MiR-34b, miR-204 and miR-218 are expressed highly in the MaSC/basal subset. **a** Track files or read coverage graphs for H3K4me3 and H3K27me3 marks present in the 3 kb upstream region of miR-34b (*top panel*), miR-204 (*middle panel*) and miR-218 (*bottom panel*) in each epithelial subset. Y-axes show fragments per million on the scale 0–10. **b** Bar graphs represent quantitative RT-PCR analysis for mammary epithelial cells isolated from control (Ezh2^f/+^) or Ezh2-deficient (MMTV-cre;Ezh2^f/f^) mammary glands. Expression of the MaSC/basal-specific miRNAs miR-34b, miR-204 and miR-218 is upregulated in luminal cells of *Ezh2-*deficient samples compared to littermate controls. Data was normalized against U6 small RNA. n = 3 independent biological samples; error bars show SEM. *LP* luminal progenitor, *ML* mature luminal, *MS* MaSC/basal

Since Ezh2 is a core enzymatic subunit of the polycomb repressor complex that catalyzes K27 trimethylation on H3, we investigated the role of Ezh2-mediated repression of miRNAs. MiRNAs were extracted from MaSC/basal and luminal cells sorted from either control or Ezh2-deficient mouse mammary glands, and quantitative RT-PCR was then performed for the MaSC/basal-specific miRNAs miR-34b, miR-204 and miR-218, as their promoter regions were enriched for H3K27me3 marks in the luminal subsets (Fig. 6a). In Ezh2-deficient glands, expression of these miRNAs was derepressed in luminal cells, owing to loss of H3K27me3 (Fig. 6b). Conversely, we observed derepression of luminal-specific miR-34a, miR-205 and miR-222 in the MaSC/basal subset of Ezh2-deficient glands (data not shown). Together these findings indicate that Ezh2 plays an important role in the methylation of H3K27 on the promoter regions of miRNAs.

## Discussion

This study describes genome-wide miRNA expression profiling of four distinct mouse and human subpopulations that are highly enriched for MaSC/basal, luminal progenitor, mature luminal and stromal cells. The four subpopulations exhibited distinct miRNA signatures that were conserved across species. Evaluation of potential target genes revealed that the top differentially expressed miRNAs likely target lineage-specific mRNAs. The predicted miRNA–mRNA relationships were found to be highly conserved between mouse and human epithelial subtypes. Around 58 % (25 miRNAs) of the top negatively correlated miRNAs in the mouse mammary gland (Additional file 8: Table S8) were conserved in human; these miRNAs are likely to govern important mammary cell fate and differentiation decisions during ontogeny. The top negatively correlated (conserved) mouse miRNAs include miR-30a/d (targets *Runx2*) [57], miR-148a (targets *Met/Snail*) [58], miR-503 (targets *Bcl-2* and *Igf1r*, implicated in involution) [59], miR-203 (targets the transcription factor *p63*) [60] and miR-34a (targets *Dll1* and *CD44*, important for stem cell activity) [61, 62].

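The miR-322 and miR-503 cluster, which is known to slow the cell cycle, was higher in luminal than in MaSC/basal cells, where 7 of its 8 measured probes, with a mouse and a rat assay for miR-351, were lower and none was higher, over the list alone too (median -4.04, adjusted p = 5.9e-07, adjusted p = 0.38 with an estimated correlation, and -2.92 over all 14 samples, adjusted p = 0.0091). miR-503 was 11.80 ± 0.22 (SD, n = 3) in MaSC/basal cells and 16.97 ± 0.60 (n = 6) in luminal cells (adjusted p = 4.4e-07 from limma), and the library labelled MaSC/basal 4 was at 16.95. miR-322 had a log2 difference of -3.63 (adjusted p = 1.0e-06). miR-34a, a target of p53, was 18.6-fold lower in MaSC/basal cells (log2 difference -4.22, SE 0.23, adjusted p = 1.0e-07), and -3.16 over all 14 samples (adjusted p = 0.011). miR-30d was lower by a log2 difference of -0.61 (adjusted p = 0.0085), with its call lost with U6 alone as the reference (0.99) and without normalization (0.073). miR-30a was not called (-0.47, adjusted p = 0.15), and was called with median centring (-1.13, 0.0017) and without MaSC/basal 2 (0.021). Of the 43 miRNAs of Table S8A, which the paper lists as negatively correlated with their targets, 34 were lower in MaSC/basal cells, 1 was higher (miR-125b-5p) and 8 were not called. With all 14 samples, 22 were lower and 1 was higher. That table holds miRNAs that the paper had already called as different in these same mouse samples, so these counts are not independent evidence. The mRNA data behind it were not analysed here.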

There is accumulating evidence that the Wnt and Notch pathways, as well as the Polycomb repressor complex of proteins, play prominent roles in regulating MaSC function [14, 63–65]. In the context of miRNAs that potentially control these pathways, we identified several luminal-restricted miRNAs, including miR-10a, miR-200a/b, miR-203, miR-148a. Conversely, miR-146a, miR-221/222, and miR-205, which have been shown to regulate genes expressed in the ductal and alveolar luminal lineages (e.g., *Brca1, Gata3, c-kit* and *Elf5)*, were restricted to the MaSC/basal population.

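miR-146a, known from the control of immune signalling, was higher in MaSC/basal than in luminal cells. It was 22.29 ± 0.64 (SD, n = 3) in MaSC/basal cells, 19.63 ± 0.56 in luminal progenitors and 19.59 ± 0.77 in mature luminal cells, a 6.4-fold difference (log2 difference 2.68, SE 0.39, adjusted p = 1.9e-04 from limma), and 2.13 over all 14 samples (adjusted p = 0.011). In a list of 8 measured blood cell miRNAs, miR-146a and miR-155 were higher in MaSC/basal cells and none was lower, over the list alone too, with a median of -0.13 for the list as a whole (adjusted p = 0.058). This median turned to 0.84 with U6 alone as the reference and to 0.14 without MaSC/basal 1. The list was called with mouse pool as a block (adjusted p = 0.0085), over the epithelial samples alone (0.015) and without mature luminal 3, stroma 2 or stroma 3 (0.020 to 0.037).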

Intriguingly, the primate-specific miRNA cluster (C19MC miRNAs) on chromosome 19 at q13.4 was highly expressed in MaSC/basal cells. Moreover, miR-512 has been implicated in targeting the pro-survival gene *MCL-1* that is expressed at very low levels in this subset [66]. Our Targetscan analysis further identified the luminal-specific genes *RANK, NOTCH3, ELF5, ESR1, HEY2* and *KIT* as potential targets of these primate-specific miRNAs (Fig. 3c). Notably, structural rearrangements of the chromosomal 19q13 region that occur in some thyroid adenomas and adenomatous goiters are associated with aberrant expression of miRNAs in this cluster. In addition, miR-517c and miR-591a are highly expressed in the basal-like subtype of breast cancer [55], further implicating C19MC miRNAs in carcinogenesis.

It has been presumed that the expression of miRNAs and their host genes largely coincide. However, the expression of miRNAs located within introns or the coding regions of specific genes may be independent of host gene expression and its epigenetic modifications. For example, expression of the *BTG4* gene, which harbors the MaSC/basal-specific miRNAs miR-34b and miR-34c, and the *TRP3* gene that encompasses miR-204, is not detectable in mammary epithelium. In addition, the *MIB-1* gene, which is host to the MaSC/basal-specific miRNAs miR-1 and miR-133a, is expressed at very low levels in all three epithelial subsets (data not shown).

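miR-34b and miR-34c, which p53 induces, were higher in MaSC/basal than in luminal cells, while their relative miR-34a was lower. In the mouse genome (GRCm38.p6) Mir34b and Mir34c lie within Btg4, and Mir204 lies within Trpm3. miR-34c was 17.03 ± 0.30 (SD, n = 3) in MaSC/basal cells and 8.20 ± 0.59 (n = 6) in luminal cells, a 457-fold difference (log2 difference 8.83, SE 0.32, adjusted p = 6.8e-09 from limma), and 6.66 over all 14 samples (adjusted p = 0.01). miR-34b-3p was 97-fold higher (log2 difference 6.60, adjusted p = 1.7e-09), and 4.98 over all 14 samples (adjusted p = 0.0099). Of 5 measured members of the miR-34 and miR-449 family, 2 were higher and 1 lower, over the list alone too (median 0.73, adjusted p = 1.1e-06, adjusted p = 0.69 with an estimated correlation), and its call was lost over all 14 samples (0.14). The list median lay between 0.08 and 1.46 without luminal progenitor 1, 2 or 3 or MaSC/basal 2 or 3. The host mRNAs were not analysed here.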

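miR-1 and miR-133a, which are abundant in muscle, were higher in MaSC/basal than in luminal cells, while miR-206 of skeletal muscle was not called. In the mouse genome Mir1a-2 and Mir133a-1 lie within Mib1. miR-133a was 23.25 ± 0.57 (SD, n = 3) in MaSC/basal cells and 17.08 ± 1.05 (n = 6) in luminal cells, a 71.9-fold difference (log2 difference 6.17, SE 0.24, adjusted p = 9.2e-09 from limma), and 4.60 over all 14 samples (adjusted p = 0.011). miR-1 was 36.8-fold higher (adjusted p = 2.1e-07, and 4.00 over all 14 samples), and the rat assay rno-miR-1 42.3-fold (adjusted p = 2.9e-07). miR-206 differed by -0.12 (adjusted p = 0.88), and turned to 0.11 over all 14 samples, 0.94 with U6 alone as the reference and 0.29 without MaSC/basal 2. It is assayed on plate B, where the controls snoRNA135 and U87 were undetected in every epithelial sample, while the other muscle probes lie on plate A. Its missing call is therefore no firm contrast to theirs. Of 5 measured probes for muscle miRNAs, 4 were higher and none was lower, over the list alone too (median 5.40, adjusted p = 2.3e-07, adjusted p = 0.43 with an estimated correlation, and 4.13 over all 14 samples, adjusted p = 5.8e-04), and with the undetected members of the list kept by leaving out the filter the median was -0.04.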

The epigenetic landscape of mammary epithelial cells appears to play an important role in the progressive commitment of MaSC/basal cells to differentiated cells. Not only does the epigenome contribute to gene expression changes [14], but it tightly correlates with the miRNA expression profiles of the different mouse mammary epithelial subsets. Despite a paucity of information on the TSS of miRNAs, a clear pattern has emerged for histone methylation marks on DE miRNAs: the top DE miRNAs repressed upon restriction of MaSC/basal cells to luminal progenitor cells were enriched for H3K27me3 modifications, while those activated upon commitment were characterized by the presence of H3K4me3 marks. Similar epigenetic patterning held for the luminal progenitor versus mature luminal populations. Overall, the presence of H3K4me3 marks correlated tightly with the expression of both miRNAs and mRNAs, while H3K27me3 modifications negatively correlated with their expression. Moreover, the histone methylase Ezh2 was directly implicated in coordinating H3K27 trimethylation of the regulatory regions of miRNAs whose expression was repressed. Collectively, these data suggest that miRNA expression is regulated by epigenetic modifications and contributes to decisions on proliferation versus differentiation in the mammary gland. It remains to be determined whether steroid hormones also influence the epigenome of regions flanking miRNA loci. In human mammary epithelial cell lines, the expression of the miR-200 family was recently found to be subject to epigenetic regulation, whereby DNA methylation and histone modifications were altered during the transition between stem-like and nonstem states [67]. DNA methylation of the miR-200c-141 cluster and polycomb group-mediated histone methylation of the miR-200b-200a-429 cluster resulted in repression at these loci [67]. Moreover, H3K4me3 was found to be associated with active miRNAs in colorectal cancer cell lines, whereas hypermethylation of promoter CpG islands caused epigenetic silencing of miR-124 and mir-34b/c [68–71].

Comparison of miRNA signatures derived for distinct mammary epithelial subsets from normal mammary tissue with those of different breast cancer subtypes further strengthened the molecular links that have been previously defined at the mRNA level. Specifically, the miRNA signature of the luminal progenitor population was most concordant with the basal-like cancer subtype, the mature luminal cell-enriched population was closest to the luminal B subtype, and the signature of the MaSC/basal population was highest in the normal-like subtype of cancer. These findings suggest that defined cell types in normal breast tissue may be predisposed to acquiring oncogenic events that result in specific types of cancer. Notably, there was a strong correlation between the miRNA signatures of the luminal progenitor cell and the basal-like subtype of cancer, also reflected in their corresponding transcriptomes. This cell is the likely ‘cell of origin’ for basal-like cancers that arise in BRCA1 mutation carriers [2].

Several highly expressed miRNAs have been associated with the development and progression of breast cancer, in which their aberrant expression is presumed to destabilize mRNAs encoding crucial tumor suppressors and differentiation-promoting factors [72, 73]. Profiling studies of primary breast tumors have revealed differential miRNA expression according to estrogen receptor (ER)/progesterone receptor (PR) or human epidermal growth factor receptor 2 (HER2) status and different tumor stages [23, 55, 74, 75]. More specifically, the expression of some miRNAs has been linked to histopathological features such as HER2/*neu* or ER/PR status (miR-30), metastasis (miR-126 and miR-335) and the EMT (miR-205 and miR-200 family) [43, 76–79]. The luminal subtypes of breast cancer appear to have elevated expression of miR-190b, while basal-like tumors have higher levels of miR-18a/b, miR-9 and the miR-17-92 family and lower levels of miR-29 and miR-190b [55]. The higher levels of miR-18a/b, miR-9 and miR-17-92 in the MaSC/basal population suggest that a subset of triple negative cancers may harbor an expression signature that more closely resembles that of the stem cell population. Furthermore, the primate-specific, basal-restricted miR-516a and miR-519a were most highly expressed in this subtype of breast cancer (Fig. 4b). 

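The miRNAs of the miR-17-92 cluster, which promotes proliferation, were not called between MaSC/basal and luminal cells of the mouse, and miR-9, known from the nervous system, was lower in MaSC/basal cells. miR-9 had a log2 difference of -0.97 (SE 0.31, adjusted p = 0.027 from limma). Of 11 measured members of the miR-17-92 cluster and its paralogs, none was called higher or lower, over the list alone too (median -0.09, adjusted p = 0.75). The log2 differences were 0.23 for miR-17, -0.15 for miR-18a, -0.62 for miR-19a, -0.04 for miR-19b, -0.18 for miR-20a and -0.50 for miR-92a (adjusted p = 0.61, 0.87, 0.063, 0.93, 0.56 and 0.16 in this order), and over all 14 samples 0.13, 0.03, -0.37, -0.16, -0.21 and -0.39. miR-17 was negative with median centring (-0.58) and without normalization (-0.47), and with U6 alone as the reference the signs of miR-18a (0.71), miR-19b (0.20), miR-20a (0.11) and the list (0.36) turned. miR-18a was positive without MaSC/basal 2, mature luminal 3 or luminal progenitor 3 (0.02 to 0.28), miR-19b without these or MaSC/basal 1 (0.04 to 0.16), and the list without the same 3 libraries as miR-18a (0.03 to 0.10). With median centring miR-19a (-1.11), miR-19b (-0.87), miR-20a (-0.96), miR-92a (-1.24) and the list (-0.71, adjusted p = 0.049) were called lower, and miR-19a was called without mature luminal 2 (0.048) and MaSC/basal 3 (0.029) and with a random block for mouse pool (0.029). The call of miR-9 was lost over all 14 samples (adjusted p = 0.052), with U6 alone as the reference (1), with median centring (0.071), without normalization (0.34), over the epithelial samples alone (0.066), and without MaSC/basal 1 (0.060), MaSC/basal 2 (0.119) or luminal progenitor 1 (0.053).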

Other miRNAs recently implicated in breast cancer include miR-100, shown to target SMARCA5, SMARCD1, and BMPR2 genes, which directly influence tumor cell proliferation [80], and miR-30c, known to target TWF1 and IL-11 [81], both of which are expressed in the MaSC/basal lineage. 

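miR-100 and its neighbours in the miR-99, miR-100, miR-125b and let-7c clusters were in part higher in MaSC/basal than in luminal cells, and miR-30c was not called. miR-100 was 22.36 ± 0.31 (SD, n = 3) in MaSC/basal cells and 19.44 ± 0.52 (n = 6) in luminal cells, a 7.56-fold difference (log2 difference 2.92, SE 0.21, adjusted p = 7.8e-07 from limma), and 2.05 over all 14 samples (adjusted p = 0.028). miR-125b-5p was 16.7-fold higher (adjusted p = 2.7e-08), and 2.81 over all 14 samples (adjusted p = 0.031). Of 7 measured members of these clusters, 3 were higher and none was lower, over the list alone too (median 0.46, adjusted p = 4.6e-06, adjusted p = 0.64 with an estimated correlation), with a median of -0.28 with median centring and -0.17 without normalization, and the call was lost over all 14 samples (0.36). miR-30c stood at 26.19 ± 0.39 in MaSC/basal cells, had a log2 difference of -0.20 (adjusted p = 0.59) and -0.44 over all 14 samples, was positive without MaSC/basal 1 (0.02) and was called lower with median centring (-1.08, 0.0012). Of 5 measured members of the miR-30 family, 1 was lower and none was higher, over the list alone too (median -0.37, adjusted p = 0.12), and the list was called with median centring (-1.08, 1.6e-04) and without MaSC/basal 2 (0.042).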

Ultimately, a comprehensive analysis of miRNAs deregulated in breast cancer, together with an understanding of their transcriptional and epigenetic control, may provide novel prognostic or therapeutic tools for breast cancer.

## Conclusions

These global miRNA profiles provide a valuable resource for functional exploration of the molecular and epigenetic regulation of the mammary epithelial hierarchy. Here, our analysis of distinct human and mouse epithelial subtypes has highlighted potential miRNA networks responsible for governing lineage commitment and differentiation in mammary tissue. They further point to relationships between the signatures of normal cell types and intrinsic breast cancer subtypes, supporting the notion that the cell of origin may be an important determinant of tumor pathology. These relationships could be exploited to identify improved biomarkers and small molecule inhibitors of oncogenic pathways.

## Additional files

Additional file 1: Table S1. miRNAs that are differentially expressed between mouse mammary stroma and total epithelium (MS + LP + ML). Differential expression was assessed using a moderated *t*-test for each miRNA. The Table shows log2 fold changes for stroma versus epithelium. All miRNAs with FDR <0.05 are shown. Additional file 2: Table S2. miRNAs that are differentially expressed between human mammary stroma and total epithelium (MS + LP + ML). Differential expression was assessed using a moderated *t*-test for each miRNA. The Table shows log2 fold changes for stroma versus epithelium. All miRNAs with FDR <0.05 are shown. Additional file 3: Table S3. miRNAs that are differentially expressed between the mouse mammary epithelial subsets: MaSC/basal (MS), luminal progenitor (LP) and mature luminal (ML). Differential expression was assessed using a moderated analysis of variance (ANOVA) F-test for each miRNA between the three populations. The Table shows log2 fold changes for LP versus MS and for ML versus LP. All miRNAs with FDR <0.05 are shown. Additional file 4: Table S4. miRNAs that are differentially expressed between the human mammary epithelial subsets: MaSC/basal (MS), luminal progenitor (LP) and mature luminal (ML). Differential expression was assessed using a moderated analysis of variance (ANOVA) F-test for each miRNA between the three populations. The Table shows log2 fold changes for LP versus MS and for ML versus LP. All miRNAs with FDR <0.05 are shown. Additional file 5: Table S5. miRNAs that are differentially expressed in the mouse MaSC/basal (MS) subset compared to the total luminal compartment (LP + ML). Differential expression was assessed using a moderated *t*-test for each miRNA. The Table shows log2 fold changes for MS versus average luminal. All miRNAs with FDR <0.05 are shown. Additional file 6: Table S6. miRNAs that are differentially expressed in the human MaSC/basal (MS) subset compared to the total luminal compartment (LP + ML). Differential expression was assessed using a moderated *t*-test for each miRNA. The Table shows log2 fold changes for MS versus average luminal. All miRNAs with FDR <0.05 are shown. Additional file 7: Table S7. miRNAs that are consistently differentially expressed between MaSC/basal (MS) and the total luminal compartment in both mouse and human. Differential expression was assessed use a moderated *t*-test for each miRNA using both mouse and human data. The Table shows the consensus log2 fold changes for MS versus average luminal across the two species. Additional file 8: Table S8. ROAST tests for inverse correlation between each DE miRNA and its putative mRNA targets in mouse (A) and human (B). The Table shows the number of target genes, the one-sided *P*-value and the FDR for each miRNA. Additional file 9: Table S9. Gene ontology (GO) enrichment analysis of mouse genes regulated by luminal cell-specific miRNAs (A) and MaSC/basal-specific miRNAs (B) in the mouse mammary gland (Ontology groups: *MF* molecular function, *CC* cellular function and *BP* biological process). Additional file 10: Table S10. Gene ontology (GO) enrichment analysis of human genes regulated by luminal cell-specific miRNAs (A) and MaSC/basal-specific miRNAs (B) in the human mammary gland (Ontology groups: *MF* molecular function, *CC* cellular function and *BP* biological process).

## Abbreviations

cDNA: Complementary DNA
Ct: cycle threshold
DE: Differentially expressed
EMT: epithelial mesenchymal transition
ER: Estrogen receptor
FDR: False discovery rate
GO: Gene ontology
HER2: Human epidermal growth factor receptor 2
MaSC: Mammary stem cell
miRNA: microRNA
PR: Progesterone receptor
ROAST: Rotation Gene Set Tests
TCGA: The Cancer Genome Atlas
TSS: Transcriptional start-site

How the deposited data were processed for this re-analysis (not part of the article)

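Sorted MaSC/basal, luminal progenitor, mature luminal and stromal cells of FVB/N mice were profiled for miRNAs by real-time PCR on 2 array plates, after reverse transcription with stem-loop primers and pre-amplification. The deposited raw values are cycle threshold (Ct) values set by the authors, for 597 assay positions in 14 samples, with 40 for undetected reactions. The deposited normalized values are log2 expression values made by the authors as 40.5 minus Ct, followed by cyclic loess between samples with U6 weighted 100, for 584 probes without the control assays. The authors' deposited comparison of MaSC/basal with luminal cells gives log2 differences, mean log2 expression, a moderated t-statistic and a log-odds score, and the authors' p-value and FDR, for 355 probes.

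The cyclic loess (span 0.7, 5 iterations) was run again from the Ct values over the 14 samples and gave the deposited values to within 5.3e-14. Probes were kept if a normalized value of 2 was reached in at least 3 samples, as in the paper's methods, which left 459 probes over the 13 samples of Fig. 1 and 460 over all 14. The deposited comparison's mean expression equals the mean over those 13 samples to within 6.0e-14 and differs from that over 14 by up to 0.88. Fits were made with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 4 population means and no term for mouse pool, and p-values were adjusted by Benjamini and Hochberg at 0.05. This fit has 9 residual and 1.44 prior degrees of freedom. The degrees of freedom of the authors' tables were first read as those of such a fit, but they are 7 residual and 2.17 prior degrees of freedom, those of a fit with a term for mouse pool, which the paper's methods text does not name. The differences tested were stroma minus the mean of the 3 epithelial means, MaSC/basal minus the mean of the 2 luminal means, the pairwise differences, each luminal population minus the mean of the other 2 epithelial means, and an F-test among the epithelial populations. A fold against a group with a Ct of 40 in every sample is given as a lower bound where every sample of the other side was detected, and otherwise the log2 difference or the number of detected samples is given. The depth of a sample is its number of detected assays, 338 to 366 in epithelium and 448 to 454 in stroma, and the number of samples limits the precision. On simulated data with 459 probes the fit recovered 9, 15 and 20 of 20 probes changed by log2 differences of 1, 2 and 4, and called 3 of 399 unchanged ones.

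The labels give epithelial samples with the same number the same mouse pool. The correlation of their deviations from the population means had a median of 0.37 in 9 pairs of the same pool, with 8 above 0.1, and of -0.16 in 18 pairs of different pools, with 2 above 0.1, so the numbers pair the samples. Within pools, 184 of the 185 probes called between MaSC/basal and luminal cells had the same sign in all 3 pools, as had 165 of 168 between luminal progenitors and MaSC/basal cells, 101 of 101 between the luminal populations and 165 of 165 between mature luminal and MaSC/basal cells. These probes were called on the same 3 pools, so the call largely fixes their signs and the counts are not independent evidence. Since the numbers pair the samples, pool was also fitted as a fixed block over the epithelial samples and as a random block (consensus correlation 0.20).

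Named miRNAs follow a rule set before the data were examined, partly from names and values in the paper's tables. For each of 4 comparisons it takes, in each direction, the 6 largest differences among called probes detected in every sample of both sides and without overlap, the 4 largest among those with a Ct of 40 in every sample of the lower side, the miRNAs named by the paper for mouse, and members of the fixed lists. The lists were the miR-200 family, the miR-183 cluster, miR-143 and miR-145, muscle miRNAs, the miR-34 and miR-449 family, miR-221 and miR-222, the miR-99, miR-100, miR-125b and let-7c clusters, the miR-17-92 cluster with its paralogs, the miR-322 and miR-503 cluster, the Dlk1-Dio3 cluster, the embryonic stem cell clusters, the let-7, miR-30 and miR-29 families, and fibroblast, blood cell, endothelial, neural, liver and testis miRNAs. List counts are counts of probes, and a mouse and a rat assay for 1 miRNA count separately (miR-1, miR-351, miR-377, miR-381 and miR-493). The lists were tested by limma's fry, adjusted over 60 pairs of list and comparison, and by camera with a preset correlation of 0.01 and an estimated one. The fry p-value tests whether the members of a list move, on balance, in 1 direction, and compares the list with no other probes. No fry call was kept by camera with an estimated correlation. After the values were seen, 34 of the 60 pairs were chosen for the text and for the alternatives. By camera with the preset correlation, 16 of these 34 kept the side of the threshold that fry gave and 18 lost the call. With the estimated correlation these were 6 and 28. Distances between samples are the root mean square of the 500 largest log2 differences. Mouse genes were placed on GRCm38.p6.

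The alternatives were all 14 samples, cyclic loess over the 13 samples, subtraction of U6, centring on the median of the probes detected in every sample, no normalization, no filter, a filter at 8.5, a floor at 5.5, mouse assays only, other variance models in eBayes, only the samples compared, mouse pool as a block, other numbers of probes for distances, and leaving out each of the 13 samples. Plate A alone, and fits without passenger-strand assays with and without a pool term, were added after seeing the data. The human miRNA data, the mRNA data, the histone data and the Ezh2-deficient mice were not analysed here.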

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

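The tests of the 3 explanations for plate B and of the 3 for the library labelled MaSC/basal 4 were chosen after the results were seen.

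One library labelled MaSC/basal carried miRNA levels near those of luminal cells. Of 198 groups of 4 samples tested, 29 held a sample far from the others, where chance gives about 9.9, and in 22 of the 29 that sample was this library. Its normalized log2 expression was below theirs for miR-455 (11.56, others 14.51 to 14.74), miR-143 (19.42, others 25.59 to 26.65), miR-145 (21.86, others 28.05 to 29.20), miR-34c (8.33, others 16.70 to 17.30), miR-125b-3p (2.71, others 15.82 to 16.27), miR-204 (18.72, others 25.48 to 26.00) and miR-135a (8.41, others 13.31 to 13.88). It was also below them for miR-34b-3p (14.30, others 20.37 to 21.02), miR-133b (12.65, others 18.59 to 19.49), miR-125b-5p (19.84, others 24.57 to 25.32), miR-100 (18.90, others 22.01 to 22.61), miR-218 (17.38, others 21.54 to 21.87), miR-1 (14.40, others 18.93 to 19.38), miR-133a (16.96, others 22.59 to 23.63) and miR-376a (10.54, others 12.85 to 13.14). It was above them for miR-375 (20.68, others 13.79 to 14.61), miR-592 (19.81, others 13.72 to 14.44), miR-503 (16.95, others 11.55 to 11.95), miR-211 (9.93, others 0.44 to 1.01), miR-148a (21.08, others 17.79 to 18.19), miR-34a (20.15, others 15.60 to 16.15) and miR-294 (10.17, others 0.68 to 2.28).

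Over the 185 probes called between MaSC/basal and luminal cells, this library lay at 101% of the way from the MaSC/basal to the luminal mean, where MaSC/basal 1 to 3, each set against the mean of the other 2, lay at 2.61% to 4.68% and the luminal samples at up to 107%. A label that belongs to another population is a candidate explanation and is open. MaSC/basal cells mixed with luminal cells, with MaSC/basal RNA at 10% or more, are argued against, since over 20 probes at least 5 log2 units higher in MaSC/basal cells it lay below their mean by a median of 6.25 (SD 2.72). A poor reaction is argued against by 262 detected assays on plate A, where the other epithelial samples had 256 to 279. On the axis between the luminal populations it lay at 59.8%, where MaSC/basal 1 to 3 lay at 43.8% to 68.5%, so its population is not given by these values, and no biological explanation was tested.

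The small nucleolar RNA snoRNA135 on plate B was higher in stroma than in epithelium, where it was undetected, by at least 20.04 on the normalized log2 scale, in control data the paper does not report on. This was at least 18.8 more than on plate A. The same 9 epithelial samples had a mean Ct of 18.8 for it on plate A and of 40 on plate B, so its abundance cannot account for the gap. For this control the plate B reactions of the epithelial samples differed from those of stroma. How far that holds for the miRNA assays of plate B is open. Less input RNA in the epithelial samples as the whole cause is argued against by values without normalization, where it would lower both plates of a sample alike. There the plate B median minus the plate A median of a sample was higher in stroma than in epithelium by 9.69 (-2.05, SD 0.14, n = 4, against -11.74, SD 1.19, n = 9). A smaller difference in input is open, since without normalization the plate A probes were higher in stroma by a median of 1.13. More miRNA of plate B in stroma cannot be told apart from a difference in the plate B reactions, since the 70 plate B probes detected in all 13 samples had a median of -0.69 (24 higher, 34 lower) while 65 others were detected in all 4 stromal samples and in no epithelial sample. The control Y1 differed more on plate A (27.9 to 21.4 in Ct) than on plate B (25.8 to 24.4), the opposite of snoRNA135.

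Passenger strands, which the paper's tables leave out, also differed between MaSC/basal and luminal cells, with 27 assays called (14 higher, 13 lower in MaSC/basal cells). Single samples stood apart for 7 other groups. MaSC/basal 3 was at 18.63 for miR-183 (others 18.33 to 18.38) and at 25.18 for miR-20a (others 24.68 to 24.76). Stroma 3 was at 0.046 for miR-874 (others 0.16 to 0.17, all undetected) and at 4.03 for miR-291a-3p (others -0.050 to -0.00093). Stroma 2 was at 19.28 for miR-200c (others 20.13 to 20.19), stroma 4 at 20.86 for miR-10b (others 20.57 to 20.59) and stroma 1 at 14.78 for miR-500 (others 15.26 to 15.35).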

How the results depend on the processing

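Plate A alone and the fits without passenger strands were chosen after seeing the data, and the other alternatives were set before the data were examined. Of the named miRNA differences under the alternatives, 3649 of 3812 values kept direction and side of the threshold, 27 gained the call, 30 turned and the others lost the call. Of 34 list results, 721 of 889 kept both, 116 lost the call, 22 gained it and 30 turned. Where a result changed, the cause was not tested, but between the luminal populations over all 14 samples it follows from the design, as given next.

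Over all 14 samples, 110 probes differed between MaSC/basal and luminal cells (57 higher), 95 between luminal progenitors and MaSC/basal cells, 45 between the luminal populations, 84 between mature luminal and MaSC/basal cells, and 57 and 38 in the luminal progenitor and mature luminal signatures. The added library is in neither luminal population, so the log2 difference of each miRNA between these is unchanged. Their calls fell through the error, which is estimated over all populations. MaSC/basal and luminal samples were 2.50 apart, and the MaSC/basal replicate SD was 0.71 over the probes detected in all 14 samples (0.72 over those detected in the 13). miR-143 (0.41) between stroma and epithelium, and miR-206 (0.11), miR-18a (0.030) and the let-7 list (-0.10) between MaSC/basal and luminal cells turned.

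Subtraction of U6 moved the median over all probes by 2.05 for stroma minus epithelium, 0.81 for MaSC/basal minus luminal cells, -0.71 for luminal progenitors minus MaSC/basal cells and 0.16 for mature luminal cells minus luminal progenitors. It called 57 probes between the luminal populations, 55 higher in epithelium and 33 higher in luminal cells, with distances of 7.35 for stroma and 2.91 for MaSC/basal and luminal samples. Turned in stroma were miR-142-3p (0.58), miR-150 (0.25), miR-143 (0.86) and the blood cell (1.22), endothelial (0.50) and neural (0.68) lists, and between MaSC/basal and luminal cells miR-200a (0.069), miR-206 (0.94), miR-18a (0.71), miR-19b (0.20), miR-20a (0.11) and the miR-17-92 (0.36) and blood cell (0.84) lists.

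Without normalization the medians moved by 1.67, -0.14, 0.07 and 0.51 in the same order. Counts were 44 between the luminal populations, 81 in each luminal signature and 60 higher in epithelium, the distance of stroma 7.13, and the replicate SD 0.92 in MaSC/basal cells, 0.49 in luminal progenitors and 0.49 in stroma. Turned in stroma were miR-142-3p (0.16), miR-143 (0.45) and the blood cell (0.80), endothelial (0.087) and neural (0.27) lists, and between MaSC/basal and luminal cells miR-429 (-0.42), miR-17 (-0.47) and the lists of the miR-99 and miR-100 clusters (-0.17) and let-7 (-0.47). Median centring moved the medians by -0.12, -0.25, 0.54 and -0.19 and put stroma at 6.43. It turned miR-145 (-0.35) and the miR-143 and miR-145 (-0.80), let-7 (-0.99) and testis (-0.67) lists in stroma, and miR-429 (-0.53), miR-17 (-0.58) and the lists of the miR-99 and miR-100 clusters (-0.28) and let-7 (-0.59) between MaSC/basal and luminal cells.

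Without the filter, 242 probes were higher in epithelium, and the testis list in stroma (-0.14), the muscle list in MaSC/basal cells (-0.041) and the embryonic stem cell list in mature luminal cells (0.0085) turned, with undetected members added to the lists. With only probes detected in each population, 120 were higher and 149 lower in stroma, so that more were lower than higher. A filter at 8.5 gave a stroma distance of 6.66. With a floor at 5.5 the distances were 4.61 for stroma, 2.09 for MaSC/basal and luminal samples and 1.43 between the luminal populations. Over mouse assays only, the stroma distance was 5.82 and the testis list turned (-0.39). Over the 100 largest differences the distances were 12.26, 5.57 and 4.52, and over all probes 5.76 and 2.45 for the first 2. Plate A alone gave 229 probes between stroma and epithelium, 113 of them higher in stroma, distances of 4.05 and 2.79, and a turned testis list (-1.17). Without passenger strands the distances were 5.85, 2.90 and 2.37, and with pool 1 as the reference level of a pool term as well, miR-143 turned in stroma (0.11).

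Leaving out 1 of the 13 libraries at a time gave at least 358 probes between stroma and epithelium (212 to 224 higher in stroma), 160 to 186 between MaSC/basal and luminal cells (94 to 105 higher, 66 to 81 lower), up to 187 between luminal progenitors and MaSC/basal cells, at least 69 between the luminal populations, 150 to 180 between mature luminal and MaSC/basal cells, at least 110 and 97 to 164 in the luminal progenitor and mature luminal signatures and 170 to 224 in the F-test, all within 1.5 times of the count over the 13 samples. By direction, without mature luminal 1 the probes lower in mature luminal cells than in luminal progenitors were 32 in place of 51, and those higher in the mature luminal signature 41 in place of 62. Distances were 6.19 to 6.25, 2.64 to 2.66 and 2.01 to 2.19, 85 to 89 miRNAs had the human direction, and the replicate SD was 0.27 to 0.42 in MaSC/basal cells (lowest without MaSC/basal 3), 0.20 to 0.31 in luminal progenitors (without luminal progenitor 3), 0.21 to 0.46 in mature luminal cells (without mature luminal 3) and 0.21 to 0.23 in stroma. Turned without 1 library between MaSC/basal and luminal cells were miR-429 (-0.018 to 0.32 over all libraries left out, negative without MaSC/basal 2 or luminal progenitor 3), miR-206 (-0.54 to 0.29, positive without MaSC/basal 2), miR-30c (-0.35 to 0.023, positive without MaSC/basal 1), miR-18a (-0.51 to 0.28) and the miR-17-92 list (-0.34 to 0.10, both positive without MaSC/basal 2, mature luminal 3 or luminal progenitor 3), miR-19b (-0.36 to 0.16, positive without these or MaSC/basal 1), the let-7 list (-0.11 to 0.26, negative without MaSC/basal 2 or mature luminal 3) and the blood cell list (-0.20 to 0.14, positive without MaSC/basal 1). The testis list in stroma (-0.10 to 1.39) was negative without luminal progenitor 2, stroma 3 or stroma 4.

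Mouse pool as a fixed block over the epithelial samples called miR-200b, miR-19a and the miR-200 list, which the same samples without a block did not (adjusted p = 0.1, 0.12 and 0.064). The changed calls of miR-874, rno-miR-219-1-3p, miR-322* and the blood cell list with this block were there without it over the epithelial samples too. A random block over the 13 samples gave 196 probes between MaSC/basal and luminal cells, 82 higher and 101 lower in luminal progenitors than in MaSC/basal cells, 115 between the luminal populations, 196 between mature luminal and MaSC/basal cells, 169 and 167 in the luminal signatures and 233 in the F-test, and among the named results changed the call of miR-19a. With the fixed block the counts were 185, 171, 97, 174, 147, 140 and 212 in this order. Over the epithelial samples alone, without a block and without stroma in the error, they were 156, 140, 78, 149, 117, 114 and 179. Averaging probes of the same name was not run, since 0 names occur more than 1 time. Cyclic loess was run again over the 13 samples only, since over 14 it gives the deposited values. In the simulated data 9 of 20 probes changed by a log2 difference of 1 were called, so differences of that size can be missed with these sample numbers.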

Differences from the paper's values

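The fits without passenger strands and with a pool term, and plate A alone, were chosen after seeing the values.

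The paper gives a typical log2 change of about 4 between MaSC/basal and luminal cells (paper's value), and the value here is 2.65. Of the alternatives set before the data were examined, subtraction of U6 (2.91), no normalization (2.73), the filter at 8.5 (2.74) and the 100 largest differences (5.57) lie within 1.5 times of it or within the SD between pairs of samples, and all 14 samples (2.50), cyclic loess over the 13 samples (2.65), median centring (2.66), the floor at 5.5 (2.09), mouse assays only (2.55), all probes (2.45) and leaving out single libraries (2.64 to 2.66) do not. Plate A alone (2.79) and the fit without passenger strands (2.90), both chosen after seeing the values, do. The paper's text does not give the number of probes behind its plot, and the value here is 2.65 with the 500 largest differences and 5.57 with 100. The legend, which covers mouse and human, also gives a value for stroma. It lies below the values here, 6.22 with 500 and 12.26 with 100. Over all probes the distances are 5.76 for stroma and 2.45 for MaSC/basal and luminal samples. The number of probes alone thus does not bring both values to the paper's.

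The counts lie within 1.5 times of the paper's at the same FDR of 0.05. Here 375 probes differed between stroma and epithelium, against the paper's 276, 204 among the epithelial populations, against the paper's 221, and 185 between MaSC/basal and luminal cells, against the paper's 188. Of the paper's calls, 265 of 276, 173 of 221 and 158 of 188 were also called here, and 94 of 110, 30 of 31 and 27 of 27 calls found only here were passenger-strand assays. A fit with control assays kept, the filter over 14 samples, no passenger strands, a term for mouse pool with pool 1 as its reference level and a variance trend gave 276, 221 and 188 (107 higher, 81 lower) and dropped 0 of the paper's calls. It was found by a search against the paper's counts, after seeing the values, in which the steps before it gave 287, 175 and 160, then 210 and 178 among the epithelial populations and between MaSC/basal and luminal cells, then 221 and 188. In it stroma is set against the epithelium of pool 1. The paper's methods text names neither the pool term, the trend nor the removal of these assays.

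The paper states, without naming a species and while discussing breast tumours, that miR-18a, miR-18b, miR-9 and the miR-17-92 cluster are higher in MaSC/basal cells. In mouse, miR-18a differed by -0.15, miR-9 was lower (-0.97), 0 of 11 miRNAs of the cluster and its paralogs were called by limma, and miR-18b did not enter the tests. The paper calls miR-205 and miR-222 luminal-specific in 1 place and restricted to MaSC/basal cells in others. Here they were higher in MaSC/basal cells by 4.65 and 3.05, while miR-34a, named with them, was higher in luminal cells (-4.22). It names miR-200a and miR-200b as luminal with its combined mouse and human comparison. In the mouse samples alone both were lower in MaSC/basal cells without a call (-0.22 and -0.67), while miR-200c and miR-141 were called. It names miR-30a with miR-30d, where miR-30a was not called (-0.47). Under the fit above that reaches the paper's counts, chosen after seeing the values, miR-200b (adjusted p = 0.032) and miR-30a (0.028) are called. Median centring also calls miR-200a, miR-200b and miR-30a, and leaving out MaSC/basal 2 calls miR-30a (0.021).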

Other observations

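The tests of the muscle hypothesis and the count of all 36 splits that part every pool were chosen after the result was seen, while the other splits of the samples were set before.

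Neural miRNAs were lower in stroma than in epithelium, with 5 of 6 called lower and none higher, over the list alone too (median -1.82, adjusted p = 2.3e-07, adjusted p = 0.4 with an estimated correlation, and -1.75 over all 14 samples), though the median was 0.68 with U6 alone as the reference and 0.27 without normalization. Of 5 probes for muscle miRNAs, 4 were lower and 1 higher in stroma (median -2.60, adjusted p = 6.2e-06, adjusted p = 0.66 with an estimated correlation, and adjusted p = 0.032 over all 14 samples), a call lost with U6 alone as the reference (0.79) and without normalization (0.11). Members of plate B in these comparisons share the control difference between stroma and epithelium on that plate.

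Blood cell miRNAs went both ways in stroma, with 3 of 8 lower, 1 higher (median -0.64, adjusted p = 0.041, adjusted p = 0.66 with an estimated correlation, and -0.62 over all 14 samples, adjusted p = 0.043). miR-142-3p (-1.78, adjusted p = 5.4e-04) and miR-150 (-0.98, adjusted p = 9.3e-04) were lower, but miR-142-3p was 0.58 and miR-150 0.25 with U6 alone as the reference, and the list was 1.22 and, without normalization, 0.80. The list's call was lost without luminal progenitor 1, 2 or 3, MaSC/basal 2 or 3, mature luminal 2 or stroma 1, 2 or 4 (adjusted p 0.052 to 0.108), without the filter (0.055) and with the floor at 5.5 (0.054). Of the endothelial miRNAs 1 of 2 was lower in stroma (median -0.50, adjusted p = 0.035, adjusted p = 0.73 with an estimated correlation), miR-126-3p (-0.72, adjusted p = 0.0028). The median turned with U6 alone as the reference (0.50) and without normalization (0.09), where miR-126-3p was not called (0.96 and 0.34), and the list's call was lost over all 14 samples (0.079) and without mature luminal 1, luminal progenitor 1, 2 or 3, MaSC/basal 2 or stroma 1, 2 or 4 (0.052 to 0.105).

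In stroma, miR-145 was higher (1.37, adjusted p = 8.6e-05) and miR-143 was not called (-0.14, adjusted p = 0.51), a list median of 0.62 (adjusted p = 0.033, adjusted p = 0.94 with an estimated correlation). The median was -0.80 with median centring, where miR-145 was -0.35 and miR-143 was called lower (-1.26), and miR-143 was 0.86 with U6 alone as the reference, 0.45 without normalization and 0.41 over all 14 samples. With the 14 samples neither miR-145 (0.11) nor the list (0.51) was called, and the list's call was lost without luminal progenitor 1 or 2, MaSC/basal 3 or any 1 of stroma 1 to 4 (0.055 to 0.079). Of 9 let-7 miRNAs, 4 were higher and 3 lower in stroma (median 0.15, adjusted p = 0.028, adjusted p = 0.94 with an estimated correlation). The call was lost over all 14 samples (0.4), without normalization (0.17) and without luminal progenitor 1 or 3, MaSC/basal 3 or stroma 1 or 2 (0.050 to 0.093), the median was 0.07 to 0.09 without mature luminal 3, luminal progenitor 3 or stroma 1, and it was -0.99 with median centring. Of 7 testis miRNAs, 2 of plate B were higher in stroma and none was lower (median 0.37, adjusted p = 0.058). That list was called with U6 alone as the reference (1.45), without normalization (1.03) and without MaSC/basal 1 or 3, mature luminal 1, 2 or 3 or luminal progenitor 1 (0.024 to 0.048), and its median was -0.67 with median centring, -0.39 over mouse assays only, -1.17 on plate A alone, -0.14 without the filter and -0.10 to -0.01 without luminal progenitor 2, stroma 3 or stroma 4.

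Between MaSC/basal and luminal cells, 2 of 3 miR-29 miRNAs were lower in MaSC/basal cells (median -1.16, adjusted p = 0.021, adjusted p = 0.66 with an estimated correlation, and -1.02 over all 14 samples), a call lost with U6 alone as the reference (0.52), over the epithelial samples alone (0.064) and without MaSC/basal 1 (0.075) or 3 (0.087). Of 6 fibroblast miRNAs, miR-127 and miR-152 were higher, names chosen after their values were seen (median 0.67, adjusted p = 0.0028, adjusted p = 0.69 with an estimated correlation), with the call lost over all 14 samples (0.49) and without normalization (0.35) and a median of 0.25 and 0.41 as the range without mature luminal 1 or MaSC/basal 3. Of 2 endothelial miRNAs 1 was higher and 2 were over the list alone (median 0.77, adjusted p = 0.013, adjusted p = 0.69 with an estimated correlation, and 0.67 over all 14 samples), a call lost with median centring (0.4) and without normalization (0.53). The liver miRNA miR-122 was lower in MaSC/basal cells (-3.92, adjusted p = 0.01, as a list adjusted p = 0.015 and adjusted p = 0.66 with an estimated correlation), and its call was lost over all 14 samples (0.089), with U6 alone as the reference (0.056), without MaSC/basal 1 (0.061) and without MaSC/basal 2 (0.052), and that of the list also over the epithelial samples alone (0.057). Of 9 let-7 miRNAs 1 was higher and none lower in MaSC/basal cells (median 0.13, adjusted p = 0.15), with a median of -0.10 over all 14 samples, -0.59 with median centring, -0.47 without normalization and -0.11 to -0.05 without MaSC/basal 2 or mature luminal 3, and a call with U6 alone as the reference (0.48, 0.031).

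Between mature luminal cells and luminal progenitors, 2 of 8 probes of the miR-322 and miR-503 cluster were lower (median -0.85, adjusted p = 0.036, adjusted p = 0.66 with an estimated correlation). That call was lost over all 14 samples (0.51), with U6 alone as the reference (0.41), with median centring (0.076), without normalization (0.98) and without MaSC/basal 1, mature luminal 1 or 2, luminal progenitor 1 or 2 or stroma 1 (0.052 to 0.101). Of 6 miRNAs of the embryonic stem cell clusters 1 was lower (median -2.37, adjusted p = 0.019, adjusted p = 0.64 with an estimated correlation), a call lost over all 14 samples (0.29), without normalization (0.12) and without mature luminal 1 or 3 or luminal progenitor 1 or 2 (0.054 to 0.061), with a median of 0.01 without the filter. Of 2 endothelial miRNAs 1 was higher (median 0.83, adjusted p = 0.016, adjusted p = 0.59 with an estimated correlation), a call lost without luminal progenitor 3 (0.052). Counts adjusted over the list alone were the same for the lists in this part unless stated. miR-135a (log2 difference 5.11, adjusted p = 0.028) and rno-miR-219-1-3p (5.15, adjusted p = 0.034) were higher in mature luminal cells, and each call was lost without mature luminal 1, 2 or 3 or luminal progenitor 2 or 3 (0.051 to 0.104 and 0.066 to 0.127), without normalization (0.054 and 0.059) and over the epithelial samples alone (0.052 and 0.081). That of miR-135a was also lost over all 14 samples (0.11) and over the 6 luminal samples (0.092), and that of rno-miR-219-1-3p with mouse pool as a block (0.057) and without the filter (0.051). miR-125b-3p (-3.34, adjusted p = 0.024) and miR-322* (-3.19, adjusted p = 0.024) were lower. The call of miR-125b-3p was lost over all 14 samples (0.54), with U6 alone as the reference (0.091), without normalization (0.12), over the epithelial samples (0.064) or the 6 luminal samples alone (0.11) and without luminal progenitor 2 (0.054) or 3 (0.089), and its log2 difference was -1.96 without mature luminal 1. The call of miR-322* was lost over all 14 samples (0.44), without normalization (0.13), over the epithelial samples alone (0.062), with mouse pool as a block (0.054) and without mature luminal 1 or 2 or luminal progenitor 1, 2 or 3 (0.055 to 0.078).

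Of the 26 pairs of list and comparison left out of the alternatives, 6 had a fry call. In stroma these were the miR-34 and miR-449 family (median 2.40, adjusted p = 3.1e-08), the miR-99 and miR-100 clusters (1.18, adjusted p = 2.5e-07) and the miR-30 family (-0.54, adjusted p = 0.002), and between mature luminal cells and luminal progenitors the miR-183 cluster (0.82, adjusted p = 0.0071), miR-143 and miR-145 (-1.23, adjusted p = 0.0028) and let-7 (0.58, adjusted p = 0.016). With an estimated correlation none of these 6 was called (adjusted p 0.45 to 0.88), and with the preset one let-7 alone was (0.022). Their members lie on plate A, apart from 1 of the 5 of the miR-34 and miR-449 family. The other alternatives were not run for them.

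The muscle miRNAs of MaSC/basal cells may belong to a smooth-muscle-like programme of that fraction, a hypothesis from these same data. It cannot be told apart from separate sources, since miR-143 and miR-145 were higher in MaSC/basal cells too, but between the luminal populations they were lower in mature luminal cells (-1.13 and -1.32, a median of -1.23, adjusted p = 0.0089 and 0.0068), while miR-1, miR-133a and miR-133b were higher there (3.01, 1.87 and 3.32, adjusted p = 3.9e-04, 0.0011 and 3.9e-04). Over all 14 samples these 5 log2 differences are the same, since the added library is in neither luminal population. With the error estimated over all 14 samples none of the 5 was called (adjusted p 0.11 to 0.68). Muscle fibres in the sorted fraction, which the paper selects as CD29hiCD24+ cells, cannot be told apart by miR-206, which differed by -0.12 and turned over all 14 samples (0.11), with U6 alone as the reference (0.94) and without MaSC/basal 2 (0.29).

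Other splits of the same samples into groups of the same sizes were counted, with the real split included. For stroma against epithelium 1 of 100 splits drawn called as many probes, the real one, with 375 against at most 237 in the others, and for the epithelial F-test 1 of 100, with 204 against at most 129, and 1 of all 36 that part every pool, with at most 132 in the others. For MaSC/basal against luminal cells it was 1 of 84, with 185 against at most 149, and 1 of the 27 that part every pool. Chance can be excluded for the F-test and for MaSC/basal against luminal cells. For stroma it can be excluded only as a grouping of the 13 samples, since all 4 stromal samples come from 1 pool and these splits do not test chance between pools. For the luminal progenitor signature 2 of 84 splits called as many, with 149 against at most 185. For the mature luminal signature 3 of 84 did, with its 62 higher and 81 lower probes against at most 185 in all. The split with 185 is the real MaSC/basal set and the third is the luminal progenitor set. These shares lie under 0.05, but most of the 84 splits do not keep the pairing of samples by pool. Among the 27 splits that part every pool, as the real one does, 2 and 3 called as many, all of them real population sets. Chance can thus not be excluded for these 2 signatures by the splits. In the pairwise comparisons 3 samples against 3 make 10 splits, too few for a share under 0.05, and 1 of 10 called as many in each, with 168 against at most 1, 101 against at most 1 and 165 against at most 2.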
